# lncRNA *DRAIR* is downregulated in diabetic monocytes and modulates the inflammatory phenotype via epigenetic mechanisms

**DOI:** 10.1172/jci.insight.143289

**Published:** 2021-06-08

**Authors:** Marpadga A. Reddy, Vishnu Amaram, Sadhan Das, Vinay Singh Tanwar, Rituparna Ganguly, Mei Wang, Linda Lanting, Lingxiao Zhang, Maryam Abdollahi, Zhuo Chen, Xiwei Wu, Sridevi Devaraj, Rama Natarajan

**Keywords:** Inflammation, Metabolism, Diabetes, Monocytes, Noncoding RNAs

## Abstract

Long noncoding RNAs (lncRNAs) are increasingly implicated in the pathology of diabetic complications. Here, we examined the role of lncRNAs in monocyte dysfunction and inflammation associated with human type 2 diabetes mellitus (T2D). RNA sequencing analysis of CD14^+^ monocytes from patients with T2D versus healthy controls revealed downregulation of antiinflammatory and antiproliferative genes, along with several lncRNAs, including a potentially novel divergent lncRNA *diabetes regulated antiinflammatory RNA* (*DRAIR*) and its nearby gene *CPEB2*. High glucose and palmitic acid downregulated *DRAIR* in cultured CD14^+^ monocytes, whereas antiinflammatory cytokines and monocyte-to-macrophage differentiation upregulated *DRAIR* via KLF4 transcription factor. *DRAIR* overexpression increased antiinflammatory and macrophage differentiation genes but inhibited proinflammatory genes. Conversely, *DRAIR* knockdown attenuated antiinflammatory genes, promoted inflammatory responses, and inhibited phagocytosis. *DRAIR* regulated target gene expression through interaction with chromatin, as well as inhibition of the repressive epigenetic mark H3K9me2 and its corresponding methyltransferase G9a. Mouse orthologous *Drair* and *Cpeb2* were also downregulated in peritoneal macrophages from T2D *db/db* mice, and *Drair* knockdown in nondiabetic mice enhanced proinflammatory genes in macrophages. Thus, *DRAIR* modulates the inflammatory phenotype of monocytes/macrophages via epigenetic mechanisms, and its downregulation in T2D may promote chronic inflammation. Augmentation of endogenous lncRNAs like *DRAIR* could serve as novel antiinflammatory therapies for diabetic complications.

## Introduction

Systemic low-grade inflammation is a hallmark of type 2 diabetes mellitus (T2D) and contributes to the pathogenesis of several associated complications, including cardiovascular disease (1, 2). Activation of monocytes and macrophages plays an important role in inflammatory processes needed for protection against invading pathogens or toxins (3). Under physiological conditions, acute inflammation self-resolves via a balancing interplay between inflammatory and antiinflammatory mediators and is essential for tissue repair (4, 5). However, factors associated with inflammatory diseases like T2D, including high glucose (HG), elevated levels of advanced glycation end products (AGEs), and free fatty acids (e.g., palmitic acid [PA] and oxidized lipids), markedly enhance production of proinflammatory cytokines such as IL-1β, IL-6, and TNF-α and inhibit production of protective factors, leading to chronic inflammation. In addition, the diabetic milieu increases the number of monocytes (monocytosis), further increasing the burden for cardiovascular disease (5–10). Experimental studies have elucidated key molecular and signaling pathways involved in the activation of monocytes and macrophages. These include increased oxidative stress; production of ROS; and activation of various kinases, transcription factors (TFs) (e.g., NF-κB and STAT3), inflammasomes, and TLRs (5–7). Furthermore, epigenetic mechanisms have also been demonstrated in the activation of the proinflammatory phenotype of monocytes and macrophages (11). Evidence shows that blocking inflammatory signaling using antibodies against cytokines, cytokine receptor antagonists, lipid lowering drugs, and some antioxidants could reduce risk for metabolic disease and vascular complications (12–15). However, these therapeutic strategies are not always fully effective in preventing progression and recurrence of cardiometabolic disease. Thus, further understanding of the precise molecular mechanisms associated with chronic inflammation is needed to develop much-needed new and effective therapies.

Noncoding RNAs (ncRNAs) like microRNAs (miRNAs) and long noncoding RNAs (lncRNAs) have emerged as key regulators of gene expression mediating functions of monocytes and macrophages such as inflammation, innate immunity, differential response to endotoxemia, cholesterol homeostasis, and macrophage polarization (16, 17). lncRNAs are defined as > 200 nucleotide–long transcripts with no coding potential. They regulate gene transcription via diverse mechanisms depending on their subcellular localization. Nuclear lncRNAs can regulate gene expression by interacting with chromatin, or they can act as a scaffolds, decoys, or recruiters of chromatin modifying factors/complexes and TFs to alter epigenetic states at target gene promoters and enhancers. On the other hand, cytoplasmic lncRNAs can regulate functions of translation factors, signaling proteins, and miRNAs (16, 17).

Emerging evidence shows that lncRNAs can play functional roles in diabetic vascular disease (18–20). Our recent studies demonstrated the involvement of 3 lncRNAs in the regulation of the monocyte/macrophage inflammatory phenotype in diabetes and metabolic syndrome in mice and humans. Two of these lncRNAs, *E330013P06* and *Dnm3os*, were upregulated in macrophages from T2D *db/db* mice and T2D humans relative to healthy nondiabetic controls, and these lncRNAs had proinflammatory properties (21, 22). In contrast, another lncRNA, *Mist*, was downregulated in macrophages from high-fat diet–induced obese mice, as well as in adipose tissue macrophages from humans with obesity and metabolic syndrome, and exhibited antiinflammatory properties (23). Further mechanistic studies demonstrated that disruption of lncRNA-regulated epigenetic mechanisms under diabetic or obese conditions can facilitate proinflammatory phenotypes in macrophages (22, 23). Several lncRNAs dysregulated in cardiometabolic disease were also identified in human monocytes (24). However, very little is known about lncRNAs in human monocytes with protective effects that might assist in resolution of inflammation in T2D. Such knowledge could assist in the development of newer therapies for diabetes and its associated chronic inflammatory disorders.

In this study, we compared the transcriptome in CD14^+^ monocytes from T2D volunteers versus monocytes from nondiabetic volunteers to gain insights into the role of differentially expressed lncRNAs in monocyte dysfunction. We found that not only many inflammatory genes were upregulated, but several antiinflammatory and antiproliferative genes were downregulated; furthermore, several lncRNAs were dysregulated in T2D monocytes versus controls. Among the differentially expressed lncRNAs, we selected 1 potentially novel lncRNA for further characterization, which we named *diabetes regulated antiinflammatory lncRNA* (*DRAIR*). *DRAIR* expression was downregulated in T2D monocytes and in cultured human monocytes treated with HG and PA, but it was upregulated by antiinflammatory cytokines IL-4 and IL-13. Functional and mechanistic studies demonstrated that *DRAIR* increases the expression of antiinflammatory genes via interaction with chromatin and modulation of repressive epigenetic histone modifications at target gene promoters. Furthermore, the antiinflammatory function of *Drair* (mouse ortholog) was also observed in vivo in mice. Together, these studies demonstrate that lncRNA *DRAIR* regulates the antiinflammatory phenotype via epigenetic mechanisms in monocytes and that its downregulation in diabetes promotes chronic inflammation.

## Results

### T2D is associated with reduced expression of antiinflammatory and antiproliferation genes in human CD14^+^ monocytes.

Although evidence shows that T2D promotes monocyte activation and monocytosis associated with chronic inflammation, the dysregulated gene expression and the regulatory role of lncRNAs in these inflammatory processes are unclear. To examine this further, we performed strand-specific RNA sequencing (RNA-seq) analysis to profile changes in the transcriptome of CD14^+^ monocytes obtained from human volunteers with T2D (T2D monocytes) relative to control healthy volunteers without diabetes (control monocytes) (Figure 1A and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.143289DS1). T2D monocytes exhibited extensively altered transcriptomes with upregulation of 993 genes and downregulation of 1865 genes (fold-change ≥ 2, average coverage ≥ 1, FDR ≤ 0.05, *n* = 5 per group) versus control monocytes (Figure 1B). Several inflammatory genes were upregulated (Supplemental Figure 1A), in line with previous studies (25–27). Interestingly, there was much greater reduction in the expression of several key antiinflammatory, antioxidant, and antiproliferative genes, including *IL1RN* that codes for IL-1 receptor antagonist (IL-1Ra) and *SOD2* and *PTEN* — in T2D monocytes, respectively (Figure 1C) — suggesting that T2D is associated with the loss of protective genes.

Gene ontology (GO) analysis showed enrichment of processes associated with translation, wound healing, ncRNA processing, and immune cell activation in the upregulated genes. Downregulated genes showed enrichment of intracellular signaling, immune response, and apoptosis (Supplemental Figure 1, B and C). Ingenuity Pathway Analysis (IPA) revealed enrichment of inflammatory response under the Diseases and Functions category in both the upregulated and downregulated genes (Supplemental Figure 1, D and E). Moreover, IPA also revealed enrichment of canonical pathways related to fatty acid oxidation and nitric oxide (NO) signaling among upregulated genes (Supplemental Figure 1F). Downregulated genes were enriched with several overlapping networks including NF-κB signaling, PI3K/Akt activation, nitric oxide (NO)/ROS production, and the IL-6 pathway (Figure 1D and Supplemental Figure 1G). Together, these data suggest that disruption of protective mechanisms/factors may activate inflammatory pathways in T2D. Motif analysis revealed that promoters of differentially expressed genes (DEGs) were enriched in binding sites for key TFs such as NF-κB, Egr1, and KLF4 (Figure 1, E and F), which are known to be involved in inflammation and macrophage polarization (28). These results suggest that T2D-induced changes in the monocyte transcriptome can dysregulate genes associated with key monocyte/macrophage functions — including inflammatory phenotype, apoptosis, proliferation, and phagocytosis — that can contribute to inflammatory diabetes complications, including cardiovascular disease.

### Dysregulation of lncRNAs in T2D monocytes, including a potentially novel lncRNA DRAIR.

To elucidate the role of lncRNAs in T2D-induced monocyte dysfunction, we further analyzed differentially expressed lncRNAs by assessing potential open reading frames, as described (21). We found that 335 lncRNAs were differentially expressed in T2D monocytes (Figure 2A), including those expressed from bidirectional promoters and designated as divergent transcripts (Figure 2B). GO analyses of nearby (±250 kb) DEGs revealed enrichment of inflammation and immune cell functions near downregulated lncRNAs (Supplemental Figure 2A), while metabolic processes were enriched in DEGs near upregulated lncRNAs (Supplemental Figure 2B).

Next, we tested our hypothesis that key lncRNAs downregulated in T2D may alter the inflammatory phenotype of monocytes and macrophages. We focused on a differentially expressed lncRNA annotated as *CPEB2-AS* (hg19), whose regulation and function have not been previously studied. *CPEB2-AS* is divergently transcribed adjacent to the cytoplasmic element binding protein 2 (*CPEB2*) gene on human chromosome 4. Both share the same promoter as evidenced by H3K4me3 enrichment (Figure 2C). Divergent transcripts have been reported in development (29), but their function in T2D-induced inflammation is unknown. Moreover, the nearby *CPEB2* belongs to the CPEB family, which has reported antiinflammatory functions (30), suggesting that *CPEB2-AS* may regulate inflammatory pathways. Based on subsequent functional assessment studies, we renamed *CPEB2-AS* as *DRAIR*.

RNA-seq data revealed that the *DRAIR* and nearby *CPEB2* were significantly downregulated in monocytes from T2D patients (Figure 2C). Using reverse transcription followed by quantitative PCR (qPCR), we validated the significant downregulation of *DRAIR* and *CPEB2* in CD14^+^ monocytes from T2D patients versus controls (Figure 2, D and E). T2D is associated with elevated blood glucose and circulating levels of free fatty acids such as PA. Therefore, we examined the effect of HG and PA in CD14^+^ monocytes from healthy volunteers in vitro. Monocytes were cultured in normal glucose (NG, 5.5 mM) or HG (25 mM) for 3 days. In the last 24 hours, NG and HG cells were also treated with PA (200 μM), referred to as PA and HG + PA (HP) groups, respectively. qPCR analysis showed that — relative to NG — PA, HG, or HP significantly inhibited *DRAIR* expression (Figure 2F). PA also downregulated *DRAIR* in CD14^+^ monocytes converted to macrophages (Figure 2G). Furthermore, HG, PA, and an inflammatory cytokine IL-1β (10 ng/mL, 24 hours), whose levels are elevated in T2D (2) also downregulated *DRAIR* expression in the human THP1 monocytic cell line (Figure 2H). These results demonstrate that lncRNA *DRAIR* is downregulated in T2D and by major pathological factors elevated in T2D, suggesting that it may regulate antiinflammatory processes in monocytes.

### Characterization of DRAIR and its subcellular localization.

Bioinformatics analysis using PhyloCSF and Coding Potential Calculator 2 suggested that *DRAIR* lacks coding potential (Supplemental Figure 3A). This was further confirmed experimentally in an in vitro–coupled transcription translation system using *DRAIR* cDNA cloned into the pcDNA3.1 expression plasmid as a template that showed absence of protein products (Supplemental Figure 3, B and D) similar to no template control (NTC) reactions. The positive control luciferase (LUC) transcript expressed a 62 kDa protein, as expected.

Because lncRNA functions are dependent upon subcellular localization, we next examined *DRAIR* levels in the cytoplasmic and nuclear fractions isolated from THP1 monocytes and THP1 cells differentiated into macrophages using phorbol myristate acetate (PMA, 20 ng/mL). qPCR showed that *DRAIR* levels were highly enriched in nuclear fractions from THP1 monocytes and macrophages. As expected, the known nuclear lncRNA *NEAT1* and coding RNA *PPIA* showed enrichment in nuclear and cytosolic fractions, respectively (Supplemental Figure 4, A–F). Nuclear localization of *DRAIR* was further confirmed by RNA-fluorescence in situ hybridization assays in THP1 macrophages using fluorescently labeled *DRAIR* probes (Supplemental Figure 4G). Furthermore, *DRAIR* was also found to be enriched in chromatin fractions versus soluble nuclear extracts similar to *NEAT1*, a known chromatin-associated lncRNA (Supplemental Figure 4, H and I), suggesting nuclear localized *DRAIR* might have functions related to transcriptional regulation in monocyte/macrophages.

### DRAIR downregulates the inflammatory phenotype in monocytes and macrophages.

We next examined the effect of *DRAIR* on monocyte gene expression and the inflammatory phenotype using both gain-of-function (overexpression) and loss-of-function (gene silencing) approaches. For overexpression experiments, we cloned *DRAIR* cDNA into a lentiviral vector. Then, we transduced THP1 monocytes with lentiviruses expressing *DRAIR* or a control *EGFP*, and the gene expression was analyzed by qPCR. Results showed that *DRAIR* overexpression (Figure 3A) upregulated the nearby *CPEB2* gene and the antiinflammatory gene *IL1RN* (Figure 3, B and C), but it downregulated proinflammatory genes *TNF* and *FCGR3B* (*CD16b*) (Figure 3, D and E). Furthermore, *DRAIR* overexpression also upregulated macrophage markers such as scavenger receptors *CD68* and *CD36*, as well as a BCL2 family member *MCL1* that regulates apoptosis (Figure 3, F–H). These results demonstrate that lncRNA *DRAIR* may regulate macrophage functions and promote antiinflammatory processes.

Next, we determined the effect of *DRAIR* silencing on the monocyte inflammatory phenotype. THP1 cells were transfected with siRNAs targeting *DRAIR* (siDR) or negative control siRNA (siNC) and, 48 hours later, treated with LPS (100 ng/mL) for 24 hours. qPCR analysis showed that siDR inhibited *DRAIR* expression and nearby *CPEB2*, as well as *IL1RN*, but enhanced proinflammatory *IL1B* expression (Figure 3, I–L). We also tested whether *DRAIR* gene silencing can downregulate *IL1RN* expression in THP1 macrophages. THP1 cells were transfected with siDR or siNC, followed by treatment with PMA (20 ng/mL), to induce macrophage differentiation. PMA treatment increased *DRAIR* expression, along with *IL1RN* and *CPEB2*, but *DRAIR* gene silencing by siDR significantly inhibited both *CPEB2* and *IL1RN* relative to siNC transfected cells (Figure 3, M–O), further verifying that *DRAIR* can positively regulate antiinflammatory genes in macrophages.

We also examined whether *DRAIR* gene silencing can enhance monocyte-endothelial cell (monocyte-EC) adhesion, a key indicator of inflammation. THP1 monocytes were transfected with siDR or siNC and, 48 hours later, treated with or without TNF-α (10 ng/mL for 3hours). Then, THP1 monocytes were fluorescently labeled with DAPI and incubated with primary human umbilical vein ECs plated in 24-well plates to perform adhesion assays. Monocyte-EC adhesion was significantly enhanced after *DRAIR* knockdown (Figure 3, P and Q; siNC versus siDR). However, TNF-α–induced increases in monocyte-EC adhesion was not further enhanced by siDR (Figure 3, P and Q; siNC + TNF versus siDR + TNF). These results demonstrate that *DRAIR* gene silencing promotes the inflammatory phenotype in THP1 monocytes.

Phagocytosis is an important function of macrophages in normal and pathological conditions. Because *DRAIR* is induced during macrophage differentiation and because phagocytosis-related pathways were enriched in differentially regulated genes inT2D monocytes (Supplemental Figure 1G), we tested if *DRAIR* knockdown affects phagocytosis. We found that *DRAIR* knockdown with siDR significantly attenuated basal- and IL-4–induced phagocytosis of fluorescently labeled *E*. *coli* bioparticles in THP1 macrophages (Figure 3R). Furthermore, LPS also inhibited phagocytosis, and this was further inhibited after *DRAIR* knockdown (Figure 3R). Together, these data clearly demonstrate that *DRAIR* regulates antiinflammatory processes and key macrophage functions.

### DRAIR knockdown amplifies and DRAIR overexpression attenuates inflammatory genes in CD14^+^ monocytes.

Next, we examined if DRAIR can elicit similar antiinflammatory effects in human CD14^+^ monocytes. We differentiated CD14^+^ monocytes isolated from nondiabetic human volunteers and transfected them with siDR or siNC. Two days after transfection, cells were treated with or without LPS, and gene expression was analyzed. siDR-mediated knockdown of *DRAIR* significantly enhanced LPS-induced expression of *IL1B*, *TNF*, and *IL6* (Figure 4, A–D). Conversely, we examined the consequences of *DRAIR* overexpression by transfecting CD14^+^ monocytes with a plasmid vector pDRAIR expressing *DRAIR* or control empty vector pcDNA3.1. DRAIR overexpression significantly attenuated LPS-induced *IL1B,* *TNF*, and *IL6* expression (Figure 4, E–H), clearly demonstrating that *DRAIR* mediates antiinflammatory effects even in primary human monocytes.

### DRAIR expression is induced by macrophage differentiation and by antiinflammatory cytokines via KLF4.

Monocyte to macrophage differentiation plays an important role in inflammation and homeostasis. Therefore, we examined the expression of *DRAIR* in THP1 cells that were differentiated into macrophages by treatment with PMA (20 ng/mL). We found that expressions of *DRAIR* and *CPEB2* were significantly increased in THP1 macrophages relative to monocytes at 24 hours after PMA treatment (Figure 5, A and B). In parallel, antiinflammatory *IL1RN* was upregulated and proinflammatory *TNF* was downregulated (Figure 5, C and D). Next, *DRAIR* expression was examined after treatment with IL-4 and IL-13, which are known to promote alternatively activated (M2) phenotype and antiinflammatory responses in macrophages. Both IL-4 and IL-13 (20 ng/mL, 24 hours) significantly induced *DRAIR* expression (Figure 5E). In parallel, *CPEB2* and *IL1RN* were also upregulated by these 2 cytokines, whereas *TNF* was downregulated (Figure 5, F–H). Treatment with a mixture of IL-4 and IL-13 had no further additive effects, suggesting that similar pathways regulate these genes (Figure 5, E–H).

A TF motif search of the *DRAIR* promoter by TRANSFAC analysis revealed several binding sites for Kruppel-like family (KLF) members, including KLF4 (Supplemental Figure 5), a reported negative regulator of the macrophage inflammatory phenotype (31). Accordingly, transfection of THP1 cells with a KLF4 expression plasmid (pKLF4) significantly increased *KLF4* expression and upregulated *DRAIR* and *CPEB2* relative to empty vector (pCD) (Figure 5, I–K). Furthermore, ChIP assays with KLF4 antibody confirmed KLF4 binding at the *DRAIR* promoter but not at control *PPIA* promoter (Figure 5L). To further verify whether KLF4 regulates the *DRAIR* promoter, we constructed a reporter plasmid pDRluc in which LUC is expressed from the *DRAIR* promoter region (–1064 to +39 bp) harboring the KLF4 binding site at –760 bp (Figure 5M). Transient transfection with pDRluc showed that *DRAIR* promoter activity was inhibited by PA (200 μM) but transactivated by IL-4 (20 ng/mL) and PMA that promotes differentiation of THP1 monocytes (THP) into macrophages (TMac) (Figure 5, N and O). Furthermore, cotransfection of pDRluc reporter plasmid with pKLF4 plasmid induced transactivation of the *DRAIR* promoter relative to pCD, which was further enhanced after PMA treatment (Figure 5P). These results demonstrate that *DRAIR* expression is upregulated during macrophage differentiation and by antiinflammatory cytokines and that KLF4 plays a key role in its transcriptional activation.

### CPEB2 gene silencing also promotes the inflammatory phenotype in THP1 monocytes.

Because our data suggest that *DRAIR* could regulate the nearby gene *CPEB2* that codes for CPEB2 protein, we examined if *CPEB2* knockdown mimics the antiinflammatory effects of DRAIR. Transfection of THP1 cells with siRNA targeting *CPEB2* (siCPEB2) inhibited expression of both *CPEB2* and *DRAIR*, but upregulated *IL1B* and *TNF* compared with siNC transfected cells (Figure 6, A–D). Furthermore, *CPEB2* knockdown in THP1 cells also enhanced both basal- and TNF-α–induced monocyte-EC adhesion (Figure 6, E and F). These results suggest that CPEB2 may mediate some of the antiinflammatory effects of *DRAIR* in THP1 cells.

### ChIRP analysis reveals DRAIR binding sites on chromatin.

Interactions with chromatin and chromatin-interacting proteins are major mechanisms by which nuclear lncRNAs can regulate gene expression. Because *DRAIR* is enriched in chromatin, we examined the interactions of *DRAIR* with chromatin by performing chromatin isolation by RNA purification (ChIRP) assays with THP1 nuclear lysates using biotinylated tiling oligonucleotide probes targeting the *DRAIR* RNA. Quantitative PCR (qPCR) confirmed specific recovery of *DRAIR* transcript but not control *GAPDH* in RNA recovered from ChIRP assays (Figure 7A). DNA recovered from ChIRP assays (ChIRP-DNA) was analyzed by DNA-seq (ChIRP-seq) to identify genome-wide interactions of *DRAIR*. 

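ChIRP uses biotinylated DNA oligonucleotides complementary to an RNA to recover that RNA together with the chromatin it is bound to. THP1 is a human monocytic leukemia cell line. The authors deposited 2 peak lists, 1 for each replicate of the DRAIR ChIRP assay, and each list was called on a ChIRP library against its own input library. The deposited lists give 19779649 ChIRP tags and 36106418 input tags after duplicate removal in replicate 1, and 21461120 ChIRP tags and 39119641 input tags in replicate 2. The reads were 51 bp long, and the fragment length that the peak caller used was 187 bp in replicate 1 and 203 bp in replicate 2. The caller was MACS2 at a p cutoff of 1e-05 in both replicates, in version 2.1.0.20150731 for replicate 1 and version 2.0.10.20130419 for replicate 2. For each peak, the lists hold its position on hg19, the pileup of fragments at the summit, the fold enrichment over the local background that the caller estimated from the input, and the −log10 p of the pileup against that background. They do not hold the reads, so regions without a peak have no value and the input signal could not be examined directly. Peaks of the 2 replicates were taken as shared when they overlapped by at least 1 bp, and overlaps were compared with 10000 random placements of the peaks on the same chromosomes outside assembly gaps. Replicate 1 had 233 peaks with a median width of 230 bp and a median fold enrichment of 5.67. Replicate 2 had 994 peaks with a median width of 244.5 bp and a median fold enrichment of 7.26.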

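A peak in replicate 2 overlapped 152 of the 233 peaks of replicate 1 (65.2%), and 147 of the 994 peaks of replicate 2 (14.8%) overlapped a peak of replicate 1. Merged, the shared peaks formed 146 regions. Outside the mitochondrial chromosome 141 peaks of replicate 1 were shared, against a mean of 0.0498 and a maximum of 2 under random placement (one-sided permutation p = 1e-04, the smallest that the placements can give). The count of shared peaks fell most, to 100, when only the more significant 50% of each list was compared. Shared peaks lay on 21 of the 24 nuclear chromosomes, with 23 on chromosome 1 and 20 on chromosome 6, and none lay on chromosomes 22, X or Y. The other 11 shared peaks lay on the mitochondrial chromosome, where the fold enrichment in replicate 1 was at most 2.43. That highest mitochondrial peak of replicate 1 spanned positions 1 to 631, and the highest of replicate 2 spanned positions 9663 to 10423 with a fold enrichment of 1.84. The shared peak with the highest fold enrichment in replicate 1 lay on chromosome 9 from 96698636 to 96699304, 14605 bp from BARX1, with a fold enrichment of 62.9 in replicate 1 and 83.8 in replicate 2. The next, on chromosome 9 from 87879310 to 87880385 and 168644 bp from NTRK2, had a fold enrichment of 61.3 in replicate 1 and 92.8 in replicate 2. The peak on chromosome 21 from 45942630 to 45945406, in an intron of TSPEAR, followed with 58.7 and 80.7 and was the widest shared peak at 2777 bp. Each of these 3 peaks contains a stretch of 12 or 13 bases identical to the ChIRP probe AGAAGTCAGTCAGTCTACGT. This probe holds a simple repeat. It shares 12 or more bases with 25 of the shared peaks, and its bases in reverse order do so with 21. Reversed, the repeat reads as it does on the other strand of the probe, and both strands were searched. The reversed probe therefore cannot tell simple repeats in the 3 peaks from binding of the probe to the DNA of such repeats. Across the 152 shared peaks, which are not independent replicates, the fold enrichment in replicate 1 and replicate 2 had a Pearson's r of 0.897 and a Spearman's rho of 0.746 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Without the 2 peaks farthest from the median, r was 0.801, although the high peak on chromosome 21, with 58.7 and 80.7, was kept. Outside the mitochondrial chromosome, Spearman's rho was 0.682 over 141 shared peaks. The fold enrichment was higher in replicate 2 at 135 of the 152 peaks.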

ChIRP-seq analysis revealed 152 *DRAIR* binding sites (Dbs) on multiple chromosomes in THP1 cells (Supplemental Table 2). These Dbs were enriched at promoter, intronic, and enhancer regions on the chromatin (Figure 7B). 

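Each of the 141 shared peaks outside the mitochondrial chromosome was assigned by its centre to a promoter, an exon, an intron or intergenic sequence of the protein-coding and lncRNA genes of GENCODE release 44 on GRCh37, with the promoter reaching from 1000 bp upstream to 100 bp downstream of a transcript start. The shares were compared with 10000 random placements by a one-sided permutation test, adjusted by Benjamini-Hochberg over the 4 classes. Promoters held 7 shared peaks, or 4.96% (95% Wilson interval 2.43 to 9.89%), which was 2.44 times the random share of 2.03% (permutation p = 0.0241, adjusted p = 0.0964). Introns held 70 shared peaks, or 49.6%, which was 0.919 times the random share of 54.0% (permutation test, adjusted p = 0.871). Exons held 4.96% at a ratio of 1.35 (adjusted p = 0.527), and intergenic sequence held 40.4% at a ratio of 1.00 (adjusted p = 0.691, both from the permutation test). In the list of replicate 1 alone, 14 of 222 peaks lay in promoters, 3.01 times the random share (permutation test, adjusted p = 0.0012). In replicate 2 alone, 35 of 984 peaks lay in promoters, 1.79 times the random share (permutation test, adjusted p = 0.0022). By the permutation test, exons were also above random placement in replicate 1 (ratio 1.77, adjusted p = 0.0464) and in replicate 2 (ratio 1.77, adjusted p = 4.0e-04). The ratio for introns was 0.856 in replicate 1 and 0.972 in replicate 2. By the same permutation test, the promoter ratio of the shared peaks was 1.97 with promoters of 2500 bp on either side (adjusted p = 0.0068), 2.54 with any overlap in place of the centre (adjusted p = 0.0424) and 1.13 with promoters of 5000 bp upstream (adjusted p = 0.522). The deposited lists and the annotation do not define enhancers, and this class was not measured.

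**Figure D1:**
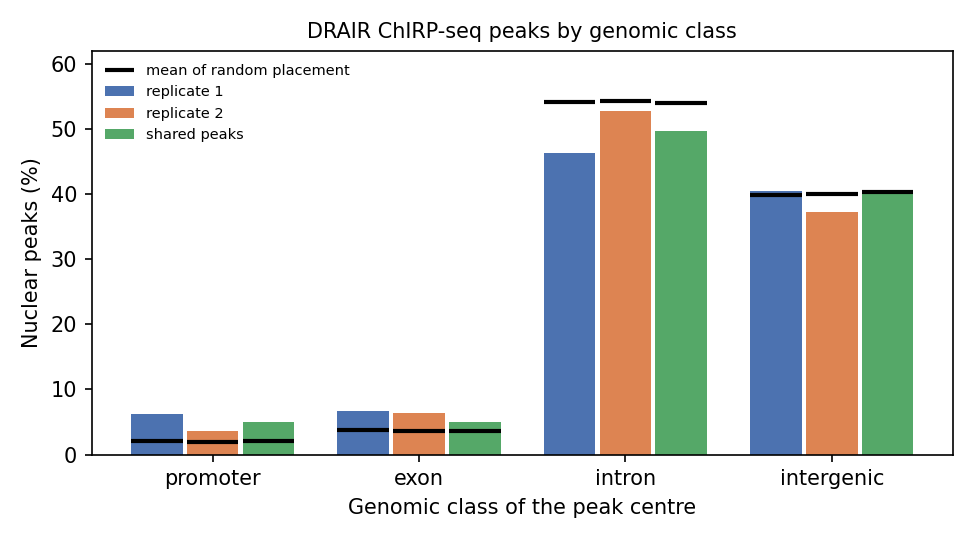
Share of peaks outside the mitochondrial chromosome (%, vertical axis) in each genomic class of the peak centre (horizontal axis) for replicate 1, replicate 2 and the shared peaks. Black lines mark the mean of 10000 random placements, and the bars for promoters and exons reach above them while the bars for introns stay below.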

Interestingly, 290 genes located nearby Dbs (± 250 kb; Supplemental Table 3) were differentially expressed in our RNA-seq data from T2D monocytes (Figure 1B). 

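Of the 290 entries of Supplemental Table 3, 285 could be matched to a gene with a position on GRCh37, 281 by their symbol and 4 by an older symbol. A site of Supplemental Table 2 outside the mitochondrial chromosome lay within 250 kb of the body of 9 of these genes (3.16%). Random placement of the sites gave a mean of 8.49 genes and a maximum of 22 (one-sided permutation p = 0.5). Among all 20136 protein-coding genes of the annotation, 690 (3.43%) had a site within 250 kb. The matched genes on a chromosome without a site numbered 15. With the peaks of both lists in place of the shared sites, 79 of the genes had a peak within 250 kb. This was 1.21 times random placement (one-sided permutation p = 0.036). Shared peaks entered from each list and were placed separately, which raises the random count, so this ratio cannot be compared with those of single lists. With the peaks of replicate 2 alone, 76 genes had a peak within 250 kb, 1.40 times random placement (p = 0.0016 from the same permutation test). That is 26.7% of the matched genes, against 21.6% of all protein-coding genes, a difference that was not tested. The change in expression of the Supplemental Table 3 genes in T2D monocytes was not examined, because the deposited lists concern THP1 cells only.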

IPA showed that these genes nearby Dbs are involved in inflammatory response, chemotaxis, and phagocytosis (Figure 7C). Transfac analysis of Dbs showed enrichment of key TFs involved in monocyte and macrophage functions, including members of the KLF family (Supplemental Figure 6).

To further understand the functions of *DRAIR* at the chromatin level, we examined the potential interaction of Dbs with other genomic regions using capture Hi-C plotter (CHiCP), a publicly available promoter capture Hi-C database in human cells (32). CHiCP analysis of human macrophages revealed interactions of Dbs with multiple genomic regions, suggesting their role in *DRAIR* mediated gene regulation. One of the Dbs was located in the intronic region of *OPTC* gene on chromosome 1, which we named OPTC-Dbs (Figure 7D). 

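The OPTC gene lies on chromosome 1 of GRCh37 from 203463281 to 203478077. In replicate 1, a peak spanned 203471358 to 203471578 with a pileup of 13 fragments at the summit and a fold enrichment of 5.30 (p = 2.61e-09 from the caller's exact Poisson tail). In replicate 2, a peak spanned 203471305 to 203471549 with a pileup of 22 fragments and a fold enrichment of 7.42 (p = 1.34e-16 from the same exact Poisson tail). By fold enrichment the peak ranked 141 of 233 in replicate 1 and 491 of 994 in replicate 2. The 2 peaks overlapped by 192 bp, within the intron between exons 5 and 6 of the 8 exons, which spans 203468980 to 203472041. From 203471491 to 203471501 the overlap holds the 11 bases ACAGAGCATGG, which are identical to a stretch of the ChIRP probe TTGACAGAGCATGGTTGACA. The summit lay outside this stretch in both replicates, at 203471524 in replicate 1 and at 203471430 in replicate 2. A match as long to any of the 8 probes was found in 0.78% of 10000 random windows of the width of the peak in replicate 1 and in 0.86% of those for replicate 2. The reverse OPTC-Dbs primer matched the reference exactly at 203470763 to 203470785, and the forward primer matched best with 4 mismatches from 203470655. The span between them lies 573 bp from the peak of replicate 1 and 520 bp from the peak of replicate 2. Neither list has a peak between CHI3L1 and OPTC.

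**Figure D2:**
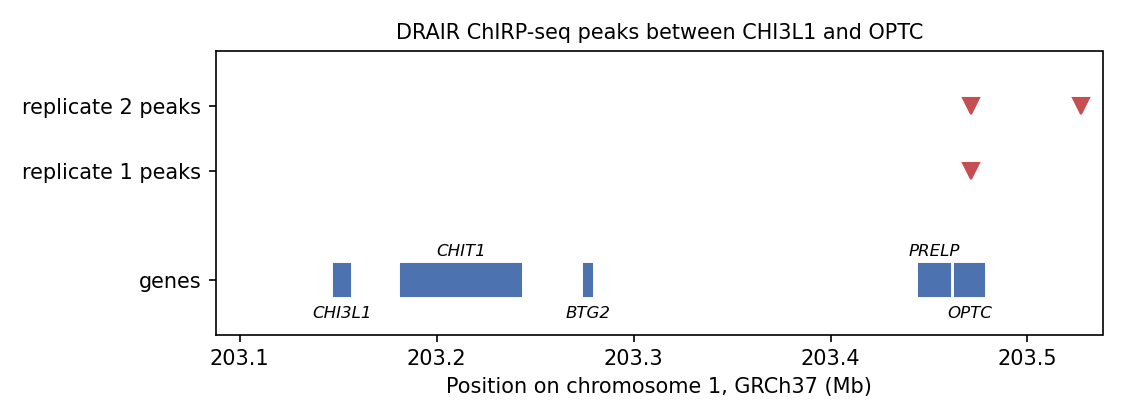
Map of chromosome 1 from CHI3L1 to OPTC (horizontal axis, position on GRCh37 in Mb), with selected gene bodies as blue boxes and the peaks of each replicate as red triangles. Both replicates have a peak in OPTC, and the only other peak in view is 1 of replicate 2 to the right of OPTC.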

CHiCP analysis revealed that the OPTC-Dbs potentially interacts with a genomic region 362 kb away on the same chromosome with a Capture Hi-C Analysis of Genomic Organization (CHiCAGO) score of > 5. This Dbs interacting region is upstream of *CHIT1* and *CHI3L* genes (Figure 7E), which regulate the macrophage M2 phenotype (33).

Using candidate ChIRP-qPCR, we validated the interaction between *DRAIR* and the OPTC-Dbs in THP1 monocytes. Moreover, this interaction was abolished by RNase treatment of THP1 lysates, confirming the specificity of the interaction (Figure 7F). We next examined whether *DRAIR* regulates *CHIT1* and *CHI3L* genes. qPCR analysis showed that *DRAIR* overexpression significantly upregulated *CHIT1* and *CHI3L,* but not *lnc01136*, a lncRNA expressed in the nearby region (Figure 7, G–I), suggesting that *DRAIR* may regulate these genes through interaction at OPTC-Dbs in monocytes. In addition, candidate ChIRP-qPCR also demonstrated *DRAIR* interaction with the promoter of adjacent *CPEB2* (Figure 7F), suggesting a role for chromatin interaction in the regulation of nearby *CPEB2* gene by *DRAIR*. These results indicate that *DRAIR* interactions with chromatin may play important roles in the regulation of proximally and distally located monocyte/macrophage genes.

### DRAIR interacts with G9a histone methyltransferase and controls repressive histone modifications at target gene promoters.

We next used ChIRP followed by mass spectrometry (ChIRP-MS) to explore whether *DRAIR* also regulates gene expression via interactions with chromatin modifying enzymes/proteins. Because endogenous *DRAIR* is not abundant in THP1 monocytes cells, we used a THP1 cell line stably overexpressing *DRAIR* for these experiments. ChIRP was performed using biotinylated tiling oligonucleotide probes complementary to DRAIR, and *LUC* transcript (negative control). qPCR of RNA recovered from ChIRP samples (ChIRP-RNA) showed enrichment of *DRAIR* RNA only with DRAIR probes but not with LUC probes, confirming specificity (Figure 8A). Following ChIRP, nucleic acid–protein complexes were fractionated by SDS-PAGE (4%–15%), and the proteins captured using DRAIR or Luc probes were analyzed by MS. ChIRP-MS analysis revealed that *DRAIR* interacts with several nuclear proteins including histone modifying enzymes, transcription repressors, and enhancer interacting proteins (Supplemental Figure 7A). STRING analysis (34) of *DRAIR*-interacting proteins showed that networks of these proteins were associated with GO biological processes and molecular functions related to histone methylation, transcription, chromatin organization, and gene expression (Figure 8B and Supplemental Figure 7, B and C). These results suggest that *DRAIR* interaction with chromatin modifying protein networks may regulate epigenetic mechanisms involved in *DRAIR*-mediated gene regulation.

To examine this further, we validated *DRAIR* interaction with 2 proteins identified by ChIRP-MS, namely histone methyl transferases G9a (EHMT2) and SUV39H1 (KMT1A), which mediate the repressive histone modifications histone H3 lysine-9 dimethylation (H3K9me2) and H3K9me3, respectively. Previous studies showed dysregulation of H3K9me2 and H3K9me3 by hyperglycemia and diabetes in monocytes and vascular cells (11, 35). *DRAIR* interaction with G9a was validated using RNA pulldown and RNA IP (RIP) assays. RNA pulldown was performed on nuclear extracts from THP1 cells using a biotinylated *DRAIR* sense probe and *DRAIR* antisense (DRAIR-AS) probe as negative control. Western blot analysis of RNA pulldown proteins revealed that G9a strongly interacts with DRAIR probe but not with DRAIR-AS probe (Figure 8C). However, SUV39H1 protein was not detected after RNA pulldown (data not shown). Furthermore, RIP also confirmed enrichment of *DRAIR* with G9a antibody but not with IgG or SUV39H1 antibody (Figure 8D).

Next, we determined the effect of *DRAIR* overexpression on G9a occupancy and enrichment levels of the corresponding repressive histone modification H3K9me2 at candidate *DRAIR* target genes shown in Figure 3, B–H. ChIP-qPCRs showed that H3K9me2 levels were significantly reduced at *IL1RN*, *CPEB2*, and *MCL1* promoters (Figure 8, E–G) in *DRAIR*-overexpressing cells versus empty vector pcDNA3.1 transfected cells. These candidate genes were upregulated in *DRAIR*-overexpressing cells (Figure 3). However, H3K9me2 levels were not altered at the *FCGR3B* promoter (Figure 8H). Furthermore, ChIP assays with G9a antibody showed that, in parallel, G9a occupancy was also significantly reduced at *Il1RN*, *CPEB2*, and *MCL1* promoters but not at the *FCGR3B* promoter (Figure 8, I–L). Because H3K9me2 and G9a were not altered at the *FCGR3B* promoter and because ChIRP-MS showed interaction of *DRAIR* with EED protein, which is a part of the polycomb repressive complex-2 (PRC2) that regulates H3K27me3 repressive mark (36), we tested the impact of *DRAIR* overexpression on H3K27me3. Indeed, ChIP assays showed that *DRAIR* overexpression significantly increased H3K27me3 at the *FCGR3B* promoter (Figure 8M), whose expression was decreased under these conditions (Figure 3E). These results suggest that *DRAIR* upregulates key target genes in part via sequestration of G9a, and downregulates other genes in part via activation of the PRC2 repressive complex in monocytes, thus implicating epigenetic mechanisms of action.

Interestingly, our RNA-seq data reveal that G9a gene (*EHMT2*) expression is upregulated in T2D monocytes versus controls (log_2_-fold = 1.15, FDR = 0.047, *n* = 5 each). Therefore, we examined if G9a protein levels were altered in THP1 monocytes under diabetic conditions. Immunoblot analysis of nuclear extracts from THP1 monocytes treated with HG or PA alone or with HP showed significant increase in G9a protein levels (Figure 8, N and O). Furthermore, *EHMT2* gene silencing with siRNA (siG9a) significantly increased expression of DRAIR target genes *IL1RN*, *CPEB2*, and *MCL1* relative to nontargeting siRNA (siNTC) in THP1 cells (Supplemental Figure 8). These data suggest that downregulation of *DRAIR* and upregulation of G9a in T2D might work together, at least in part, to repress key antiinflammatory genes.

### Mouse orthologous Drair is downregulated in macrophages from T2D mice and regulates the inflammatory phenotype.

To evaluate putative conservation across species, we next examined expression and function of mouse orthologous *Drair*. Using liftOver, we found that an annotated lncRNA *Gm7854* on mouse chromosome 5 is expressed as a divergent transcript near the mouse *Cpeb2* gene (Figure 9A) similar to the human transcript. We designated *Gm7854* as mouse *Drair* and examined its expression in peritoneal macrophages (PMs) from *db/db* mice, a well-known mouse model of T2D. qPCR showed that *Drair* and nearby *Cpeb2* were significantly downregulated in PMs from *db/db* mice versus nondiabetic control *db/+* mice (Figure 9, B and C), similar to human *DRAIR*. We next examined the outcome of targeting mouse *Drair* with specific locked nucleic acid–modified (LNA-modified) GapmeRs. Transfection of the mouse RAW264.7 macrophage cell line with 3 GapmeRs (DRGa, DRGb, and DRGc) targeting different regions of *Drair* showed that only DRGb significantly inhibited *Drair* expression relative to control GapmeR NCG (Figure 9D). Moreover, *Drair* knockdown inhibited *Cpeb2* but upregulated *Tnf* and *Il1b* in RAW264.7 macrophages (Figure 9, E–G) compared with NCG. Interestingly, the expression of *Il1rn* was also increased (Figure 9H), possibly as a feedback response to increased inflammation.

Next, we examined the effect of *Drair* knockdown in vivo on the macrophage inflammatory phenotype. Because, *Drair* is already downregulated in diabetic *db/db* mouse macrophages, we examined whether *Drair* knockdown in nondiabetic C57BL/6 mice can elicit a diabetic-like inflammatory phenotype in macrophages. C57BL/6 mice were injected i.p. with thioglycollate (3%) to induce inflammation and subsequently injected i.p. with 2 doses (5 mg/kg) of in vivo grade *Drair* GapmeR DRGb or negative control GapmeR NCG (Figure 9I). Gene expression analyzed in PMs 24 hours after the second dose showed that GapmeR DRGb significantly reduced *Drair* expression relative to GapmeR NCG–injected mice (Figure 9J). Furthermore, *Drair* knockdown inhibited the expression of nearby *Cpeb2* (Figure 9K)and, in parallel, increased the expression of proinflammatory genes *Tnf*, *Il1b*, and *Il6* (Figure 9, L–N), whereas *Il1rn* expression was not altered (Figure 9O). Altogether, these data demonstrate that *Drair* has similar antiinflammatory functions in mice and human macrophages

## Discussion

Here, we show that several antiinflammatory genes and antiproliferative genes are downregulated in monocytes from T2D individuals relative to healthy controls and that this downregulation may contribute to increased inflammatory phenotype and monocyte numbers. Notably, we demonstrate that levels of a key lncRNA, *DRAIR,* were significantly lower in monocytes from T2D subjects, as well as in primary human monocytes from nondiabetic volunteers treated with HP. Our data show that *DRAIR* can promote antiinflammatory phenotype in monocytes/macrophages and that *DRAIR* expression is regulated by the TF KLF4, which was previously identified as a negative regulator of macrophage inflammation (31). Notably, we found that *DRAIR* increases key target antiinflammatory genes, such as *IL1RN* and *CPEB2*, in monocytes through potentially novel epigenetic derepression mechanisms. In addition, we found that the mouse ortholog *Drair* is downregulated in macrophages of T2D mice and that its knock down in vivo in nondiabetic mice increases expression of inflammatory genes in macrophages. These data suggest that downregulation of lncRNAs, such as *DRAIR*, that control endogenous antiinflammatory networks may contribute to key mechanisms leading to chronic inflammatory phenotype of monocytes in T2D and its complications.

Interestingly, IPA of downregulated genes in T2D (identified from RNA-seq) showed enrichment of NF-κB and ROS pathways. Because many of the downregulated genes, including *IL1RN*, *NFKBIA*, *TNFAIP3* (A20), and *NFE2L2* (NRF2) are well-known mediators of antiinflammatory and antioxidative stress mechanisms (Figure 1C), their downregulation can augment inflammatory phenotypes. In addition, downregulation of tumor suppressors such as *PTEN* can lead to monocytosis, thus further increasing the number of inflammatory monocytes. Evidence shows that monocytosis and enhanced infiltration of inflammatory monocytes in diabetes is linked with increased atherosclerosis burden (6). Together, these data show that downregulation of key antiinflammatory and tumor suppressor/antiproliferative genes in T2D might lead to increased inflammatory and proliferative state of monocytes implicated in diabetes vascular complications.

The key antiinflammatory gene, *IL1RN*, was one of the most highly downregulated genes in T2D monocytes. Its protein product IL-1Ra is a member of the IL-1 family that binds to IL-1 receptors and inhibits their responses. IL-1Ra expression is increased by proinflammatory agents and in chronic inflammatory diseases and plays an important role in host defense against inflammation (37). Experimental evidence from animal models and clinical trials using IL-1Ra (Anakinra) have underscored its role in curbing inflammation in diabetes and atherosclerosis (38, 39). Disruption in the balance between pathological and protective factors could promote chronic inflammation (5). Our data showing *IL1RN* is downregulated in T2D monocytes support the presence of such imbalances and highlight the importance of further understanding the mechanisms and factors that inhibit or repress endogenous antiinflammatory networks in T2D.

Several lncRNAs are reported to regulate the inflammatory phenotype in macrophages (16), but the role of monocyte lncRNAs in human T2D is poorly understood. In this study, we demonstrated that hundreds of lncRNAs were differentially expressed in CD14^+^ monocytes from subjects with T2D versus controls, including multiple divergent transcripts whose functions in the monocyte/macrophage phenotype are not known. One of our key findings is that a divergent lncRNA *DRAIR* is downregulated in T2D and regulates antiinflammatory functions and genes, such as *IL1RN* and *CPEB2*, in monocytes and macrophages. *IL1RN* can be induced by several agents, including cytokines and viral and bacterial components, and it is a known antiinflammatory factor (37). *CPEB* members are regulated by inflammation and hypoxia (30, 40), but mechanisms of their regulation and action in monocytes are unclear. Our studies uncovered potentially novel lncRNA (*DRAIR*) dependent mechanisms in the regulation of *IL1RN* and *CPEB2*. In addition, we also demonstrated a potentially unknown antiinflammatory function of *CPEB2* in monocytes. Cytoplasmic localization of CPEB2 protein suggests it may act via posttranscriptional mechanisms to regulate inflammatory genes (30, 40). Interestingly, we found *CPEB2* knockdown also reduced *DRAIR* expression, suggesting that posttranscriptional regulation of *DRAIR* by CPEB2 protein may also contribute to its antiinflammatory effects.

Furthermore, we found that *DRAIR* regulates key macrophage genes (*CD68* and *CD36*) and an antiapoptotic gene *MCL1* (41) involved in macrophage differentiation, apoptosis, and phagocytosis. Because these processes play key roles in the pathophysiological functions of macrophages associated with cardiovascular disorders like atherosclerosis (3, 6), *DRAIR* downregulation in diabetes may also accelerate inflammatory cardiovascular complications. The antiinflammatory functions of *DRAIR* are further supported by our mouse in vivo data showing that *Drair* expression is downregulated in macrophages of T2D mice and that its knockdown in nondiabetic mice enhances the macrophage inflammatory phenotype. Our experimental evidence showing *DRAIR* inhibition by diabetic milieu and *DRAIR* upregulation by mediators of alternative macrophage activation, such as antiinflammatory cytokines and TF KLF4, further support the involvement of *DRAIR* in antiinflammatory processes in monocyte/macrophages.

We found that *DRAIR* is enriched in nuclear and chromatin fractions. Such nuclear lncRNAs can promote chromatin remodeling via interactions with chromatin and chromatin modifying enzymes to regulate target gene expression (16, 18). Our ChIRP-seq data demonstrate that *DRAIR* interacts with chromatin at the promoter of nearby *CPEB2*, as well as other genomic loci on multiple chromosomes. 

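CPEB2 starts at position 15004105 of chromosome 4 on GRCh37, and neither replicate had a peak within 5 kb of this start. The nearest peak in replicate 2 lay 7.95 kb upstream, and the nearest peak in replicate 1, which is also the nearest shared peak, lay 11895 kb away. Replicate 2 had 2 peaks within 50 kb of the start, both inside the DRAIR gene (CPEB2-DT in GENCODE, 14911585 to 15003669). The peak from 14995270 to 14995579 had a fold enrichment of 6.50 (p = 1.29e-13 from the caller's exact Poisson tail), and the peak from 14995858 to 14996158 had a fold enrichment of 7.92 (p = 5.43e-23). The summit of each lay within 2 bp of the centre of a sequence identical to a whole ChIRP probe, AGAAGTCAGTCAGTCTACGT in the former and TTGACAGAGCATGGTTGACA in the latter. Of the 7 exact probe sequences in the gene, 2 lay in peaks of replicate 2 and 0 in peaks of replicate 1. The CPEB2-pro primers span 15003272 to 15003377, at 7114 bp from the nearest peak of replicate 2. The paper also reports interaction of DRAIR with the CPEB2 promoter from ChIRP-qPCR of candidate sites, which was not examined here.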

Notably, our results uncover a key DRAIR-chromatin binding site located in the *OPTC* gene (OPTC-Dbs) that interacts with the upstream region of *CHIT1* and *CHI3L* genes and might play a key role in DRAIR-induced expression of *CHIT1* and *CHI3L,* genes associated with monocyte to macrophage differentiation (33). On the other hand, our ChIRP-seq analysis did not reveal *DRAIR*-chromatin interactions upstream of other *DRAIR* target genes validated in this study, such as *IL1RN* and *MCL1*. However, several genes located near Dbs (±250 kb), including *CHIT1* discussed above, were dysregulated in T2D monocytes (Supplemental Table 3). These results indicate that *DRAIR* regulates some genes via direct interaction with chromatin — and others possibly through different mechanisms such as interaction with chromatin-modifying proteins.

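The nearest shared peak to the start of IL1RN was 14326 kb away, and the nearest to the start of MCL1 was 29067 kb away. In replicate 1 alone, the nearest peak to the start of MCL1 was at 4520 kb. In replicate 2 alone, the nearest peaks were at 190 kb from IL1RN and 351 kb from MCL1. Within 50 kb of either start, each list had 0 peaks. For FCGR3B, the distance to the nearest peak was 20528 kb among shared peaks and 1456 kb in replicate 2.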

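CHIT1 lies on the minus strand, and GENCODE draws the whole gene from 203181955 to 203242769. The shared peak in OPTC lies 228.6 kb from the start of the gene, which is at 203242769. The longest basic transcript of CHIT1 starts at 203198801, which is 272.6 kb from the peak. CHI3L1 is 315.5 kb away, and LINC01136 is 196.9 kb away. Neither CHIT1 nor OPTC is among the entries of Supplemental Table 3. From binding sites near some regulated genes and none upstream of others, the paper concludes that DRAIR acts on some genes directly at chromatin and proposes other mechanisms, such as interaction with chromatin-modifying proteins, for the rest.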

Accordingly, we found that interaction of *DRAIR* with the H3K9me2-methyltransferase G9a can regulate key target antiinflammatory genes. G9a can regulate gene expression via targeting transcriptionally active chromatin and interaction with lncRNAs such as *Kcnq1ot1* in cancer (42, 43). Previous studies showed dysregulation of H3K9me2 in diabetes (35), but the role of G9a has not been explored. Interestingly, our RNA-seq data show that G9a expression is increased in T2D monocytes, and treatment of THP1 monocytes with HG and PA also increased G9a protein levels, indicating a potential role for G9a in monocyte functions in T2D. We found that *DRAIR* reduces promoter enrichment of G9a and the corresponding repressive mark H3K9me2, along with upregulation of antiinflammatory genes such as *IL1RN* and *CPEB2*. This was further supported by our observation that *EHMT2* (G9a) knockdown could increase the expression of antiinflammatory genes that are also regulated by *DRAIR*. Therefore, *DRAIR* downregulation and G9a upregulation in T2D may act cooperatively in mechanisms associated with downregulation of antiinflammatory pathways in monocytes and chronic inflammation (Figure 10). However, *DRAIR* may also operate via G9a-independent mechanisms — such as regulation of H3K27me3, as in the case of *FCGR3B —* but further studies are needed to examine the role of H3K27me3 in *DRAIR* functions.

Our study also has limitations. The T2D subjects evaluated were relatively young; hence, it is unclear if *DRAIR* is also dysregulated in more longstanding T2D. In addition, we could not determine whether overexpression/reconstitution of *Drair* in *db/db* mice or other mouse models of T2D can attenuate inflammation or metabolic parameters because the technology to overexpress nuclear lncRNAs in vivo is not well developed. In addition, *Drair* knockdown did not inhibit *Il1rn* expression in mice PMs, instead showing a slight but not significant increase. These results suggest either a feedback response to increase inflammation or species-specific regulation. However, most importantly, *DRAIR* knockdown promoted inflammatory phenotype in both mice and humans, supporting its conserved antiinflammatory functions. But further work is needed to determine if the mouse and human orthologs operate through similar molecular mechanisms. We are also aware that genetic variations affecting the expression and function of lncRNAs can be associated with cardiometabolic disease (44, 45). Therefore, we searched *DRAIR* locus for genetic variants using The Cardiovascular Disease Knowledge Portal (https://cvd.hugeamp.org). However, we did not find any single nucleotide polymorphisms in the *DRAIR* locus that have significant association with human cardiovascular disease.

In summary, our results derived from multiple complementary approaches demonstrate that *DRAIR* regulates target gene expression in monocytes/macrophages via molecular and epigenetic mechanisms including direct interaction with chromatin and binding to key chromatin modifying proteins (Figure 10). Our findings emphasize the emerging role of antiinflammatory lncRNAs in metabolic diseases acting via RNA binding proteins and epigenetic mechanisms (23). Further understanding of such endogenous protective factors could aid in the development of much-needed therapies to ameliorate chronic inflammation and T2D complications.

## Methods

### Human CD14^+^ monocytes and THP1 monocytic cell line.

Fasting blood (15 mL) was collected from T2D and control volunteers (Supplemental Table 1). PBMCs from these samples were isolated and CD14^+^ monocytes purified by negative selection using magnetic beads (Miltenyi Biotech) as described (21). RNA from these samples were used for RNA-seq analysis and qPCR validation at City of Hope. For some in vitro experiments, human CD14^+^ monocytes from healthy volunteers were obtained from All Cells. Blood samples collected at City of Hope were used for all transfection experiments with human monocytes. The CD14^+^ monocytes from Ficoll-purified PBMC were isolated by immunomagnetic negative selection using EasySep Human Monocyte Isolation Kit (catalog 19059, Stemcell Technologies). Human THP1 monocytic cell line (American Type Culture Collection [ATCC]) was used to characterize *DRAIR* functions and mechanisms of actions. THP1 cells were cultured in RPMI containing 10% FBS, penicillin/streptomycin (Pen/Strp; 100 U/100 µg per mL), 2 mM glutamine, 5.5 mM glucose, and 50 μM β-mercaptoethanol. CD14^+^ monocytes were cultured in same medium without β-mercaptoethanol. Where indicated, monocytes were treated with NG for 72 hours (5.5 mM), HG (25 mM glucose) for 72 hours, PA (200 μM) for 24 hours, and HG + PA (PA added 48 hours after culturing in HG). Cells were then lysed in QIAzol (Qiagen) for RNA extraction. Human primary monocytes were also differentiated into macrophages using M-CSF1 (25 ng/mL) for up to 1 week, while THP1 cells were differentiated using PMA (20 ng/mL, up to 48 hours) and treated as indicated.

### Isolation of mice PMs.

Male *db/db* mice model of T2D (BKS.Cg-m^+/+^lepr^db^/J, catalog 00642), nondiabetic control *db/+* mice, and C57BL/6 mice were obtained from the Jackson Laboratory. Thioglycolate-elicited PMs were isolated from 10- to 12-week-old *db/db* and *db/+* mice and C57BL/6 mice as described (21, 22). PMs were plated in RPMI supplemented with 11 mM glucose and Pen/Strp for 1 hour, washed 3× with PBS, and RNA extracted. Mouse macrophage cell line RAW264.7 (ATCC, TIB-71) was cultured as described (21).

### RNA extraction and gene expression analysis.

RNA was isolated using RNeasy mini kit with on-column DNase I digestion (Qiagen). Reverse transcription followed by qPCR was performed by preparing cDNAs with Prime Script RT Master Mix (Takarabio) or QuantiTect RT-Kit (Qiagen), and qPCR with SYBR Green reagent using indicated gene primers (Supplemental Table 4) on a 7500 Fast Real-Time PCR system (Thermo Fisher Scientific). Data were analyzed using the 2^–ΔΔCt^ method to determine relative gene expression after normalization with internal control genes (*RPLPO, HPRT1,* and *PPIA* for human) and (*Rplp0* and *Ppia* for mouse genes) (21, 22).

### RNA-seq analysis.

Total RNA from CD14^+^ monocytes of T2D and control subjects (*n* = 5 each) was subjected to strand-specific RNA-seq on the Hi-Seq 2500 platform (Illumina). The data were analyzed using publicly available bioinformatics tools as described (21, 22). Raw sequences were aligned to the human reference genome hg19 using TopHat. RefSeq gene counts were normalized by trimmed mean of M value (TMM) method. DEGs were identified using Bioconductor package edgeR using criteria of fold change ≥ 2, FDR < 0.05, and average coverage ≥ 1 in at least 1 sample. DEGs were further analyzed by DAVID Functional Annotation Tool, IPA (Qiagen), and TRAP to identify GOs, significantly enriched pathways, and enrichment of TF binding sites in the promoters, respectively. The lncRNAs lacking coding potential were identified as described earlier (21, 22). Enrichment of biological processes in nearby DEGs were analyzed using Enrichr web server (46). Mouse orthologous Drair was identified using liftOver tools available in UCSC browser (https://genome.ucsc.edu/cgi-bin/hgLiftOver), which converts genome coordinates and genome annotation files between assemblies. RNA-seq data are available through the NCBI’s Gene Expression Omnibus (GEO) database (GSE156122; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156122).

### In vitro transcription/translation assay of DRAIR.

*DRAIR* cDNA was cloned into pcDNA3.1(+), and the resultant construct pDRAIR (Supplemental Figure 3B) was linearized by digestion with XhoI and subjected to in vitro transcription translation using the T7 TNT quick coupled transcription/translation system (Promega, catalog L1170). In parallel reactions, LUC transcript (positive control) and NTCs (negative control) were assayed. The reaction products were analyzed by Western blotting, and proteins were detected with Transcend colorimetric nonradioactive translation detection system (Promega) (22).

### Transfection of plasmids and oligonucleotides.

We used Dicer-substrate siRNAs (DsiRNAs) (Integrated DNA Technologies) and pooled siRNAs (Dharmacon) to knock down human *DRAIR* and *EHMT2* (G9a), respectively, and we used LNA-modified GapmeRs (Qiagen) to target mouse *Drair*. THP1 monocytes, THP-1 differentiated into macrophages (PMA, 20 ng/mL, 24–48 hours), human CD14^+^ monocytes differentiated into macrophages (M-CSF, 25–50 ng/mL for 7 days), and mouse RAW macrophages were transfected with indicated DsiRNs or siRNAs (20 nM) or GapmeRs (50-100 nM) using RNAiMAX (Thermo Fisher Scientific) or TransIT-KO (Mirusbio) following manufacturers’ protocols. Cells were used 48–72 hours after transfection for downstream analyses.

To overexpress *DRAIR*, freshly isolated CD14^+^ monocytes were transfected with pDRAIR or control pcDNA3.1 (EV) using Human Monocyte Nucleofector Kit (Lonza) on a Nucleofector device II and program Y-001. The next day, transfected cells were treated ± LPS (100 ng/mL) for 24 hours, and RNA were isolated. THP1 cells were also transfected with pDRAIR or control pcDNA3.1 (EV) with TransIT-2020 (Mirusbio), and stably transfected cells were selected using G418 (400 μg/mL). In some experiments, *DRAIR* cDNA was cloned into lentiviral vector pLentipuro (Addgene). Lentiviruses expressing *DRAIR* or control *EGFP* were prepared using cotransfection with helper plasmids in HEK293T cells. THP1 cells were transduced with *DRAIR* and *EGFP* lentiviruses using polybrene (MilliporeSigma, 8 μg/mL) overnight and used a week after transduction.

Mouse *Drair* knockdown in vivo. Male C57BL/6 mice (8 weeks old) were injected (i.p.) with thioglycolate (3%), followed by i.p. injection of in vivo grade *Drair* Gapmer or negative control Gapmer (Qiagen) at 24 and 72 hours (5 mg/kg). PMs were isolated at 96 hours for gene expression analysis.

### Cloning of DRAIR promoter and transfection of reporter plasmids.

Human *DRAIR* promoter (–1064 to +39) was PCR amplified from genomic DNA and subcloned upstream of the firefly LUC gene to generate pDRluc. Transcription factor binding sites enriched in *DRAIR* promoter were analyzed using TRANSFAC software (Qiagen). THP1 cells were cotransfected with pDRluc, internal control SV40-Renilla LUC, and indicated plasmids using TransIT-2020. The following day, treatments were as indicated for 24 hours, and LUC activities in cell lysates were determined using Dual-LUC Reporter Assay System in GloMax Luminometer (Promega). Firefly/Renilla ratios were reported as fold over controls.

### Phagocytosis assays.

THP1 cells differentiated into macrophages were transfected with siDR or siNC and treated as indicated. The next day, phagocytosis assays were performed in 96-well black plates with clear flat bottoms using FITC-labeled *E*. *coli* BioParticles as described by the manufacturer (Vybrant Phagocytosis Assay Kit, Thermo Fisher Scientific). Fluorescence from phagocytosed *E.coli* bioparticles was measured at 483/518 nm on an Infinite 200Pro plate reader (Tecan), and results were reported as arbitrary fluorescence units.

### RNA isolation from nuclear, cytoplasmic, and chromatin fractions.

RNA from nuclear and cytosolic fractions was purified using columns and protocols supplied with PARIS kit (Thermo Fisher Scientific). RNA fractions from chromatin and soluble nuclear extracts were isolated as described (22, 23). Levels of indicated transcripts levels were determined by qPCR.

### RNA-FISH.

RNA-FISH was performed with LNA-Cy5–labeled oligonucleotide probes targeting *DRAIR* (EXIQON-QIAGEN) as described (22). Images were captured and processed using a Zeiss Observer Z1 wide field microscope and ZEN Blue software (Zeiss).

### Western blot analysis.

THP1 cells were treated as indicated with NG, HG, PA, and HP and centrifuged at 100*g* for 10 minutes at 4°C. Cell pellets were washed with cold PBS and lysed in Nuclear Isolation Buffer (NEB) containing 0.25M sucrose, 8 mM Tris HCl (pH 7.4), 5 mM MgCl_2_, 0.8% Triton X-100, and 1× Complete Protease inhibitor (Roche) on a rotator for 20 minutes at 4°C. Cell lysates were centrifuged at 2500*g* for 20 minutes at 4°C; nuclear pellets were lysed in Laemmli sample buffer (without dye and β-mercaptoethanol) and were briefly sonicated (15 seconds at 4°C; Diagenode) to reduce viscosity. Protein concentrations were estimated using Protein Assay kit (Bio-Rad), and equal amounts of nuclear proteins were subjected to Western blotting with G9a antibody (1:1000, catalog 688851S, Cell Signaling Technology) and internal control Histone H3 antibody (1:3000, catalog ab1791, Abcam) (22). Intensities of protein bands detected by enhanced chemiluminescence were quantified using a GS-900 calibrated densitometer and Image Lab software (Bio-Rad). Results were expressed as the ratio of G9a/H3.

### ChIRP.

*DRAIR* interaction with chromatin and with nuclear proteins were determined using ChIRP assays and ChIRP-MS, respectively (47, 48). For ChIRP assays,THP1 cells (80 million) were fixed with glutaraldehyde for 30 minutes, washed, and lysed in ChIRP lysis buffer containing SUPERase-in RNA inhibitor (Thermo Fisher Scientific) and Complete protease inhibitors (Roche). Lysates were sonicated in Bioruptor to fragment DNA (200–1000 bp) and diluted with hybridization buffer (1:2). Then, DRAIR tiling biotinylated oligonucleotides (Stellaris) were added (10 pg/mL) and incubated overnight at 37°C. The following day, ChIRP complexes were captured using streptavidin-magnetic beads and washed 5 times, and ChIRP-RNA and ChIRP-DNA were eluted from the beads. ChIRP-RNA was used to estimate *DRAIR* recovery. ChIRP-DNA was used for DNA-seq on Illumina platform (HiSeq 2500). RAW reads were aligned to the human hg19 reference genome, and Dbs on chromatin identified as described (47). ChIRP-seq data are available through the NCBI’s GEO database (GSE156122). ChIRP-DNA was also analyzed by ChIRP-qPCR to validate Dbs with specific primers.

To identify *DRAIR*-interacting proteins, THP1 cells stably overexpressing *DRAIR* (400 million cells) were fixed with formaldehyde (3%) for 30 minutes (48), and cell lysates were processed as described for ChIRP. Biotinylated oligonucleotides targeting LUC transcript were used as negative controls. Nucleic acid–protein complexes were captured using streptavidin-magnetic beads and boiled in SDS-Laemmli protein sample buffer, and eluted proteins were fractionated on precast SDS-PAGE (4%–15%) gels (Bio-Rad). Gels were stained with SimplyBlue SafeStain, and different regions from each lane (*DRAIR* and *LUC* probes) were subjected to MS at City of Hope’s Mass Spectrometry Core as described (22, 23). Differentially interacting proteins with *DRAIR* versus LUC probes were analyzed using Scaffold 3.0. *DRAIR*-interacting proteins were further analyzed by STRING database to identify enrichment of biological processes (34) and were validated using RNA pulldown and RIP assays.

### RIP assays.

THP1 cells were fixed with formaldehyde (1%) for 10 minutes at room temperature, washed with ice cold PBS, lysed in nuclear isolation buffer supplemented with RNase and protease inhibitors, and centrifuged at 2500*g* for 20 minutes at 4°C to collect the nuclear pellet. Nuclei were lysed in RIPA buffer, sonicated, and immunoprecipitated overnight at 4°C with G9a antibody (5 μg, catalog 68851S), SUV39H1 antibody (5 μg, catalog 8729S), or negative control IgG (catalog 2729S) (all from Cell Signaling Technology). Immune complexes were collected on IgG-magnetic beads, washed 5 times with RIPA buffer, and incubated in elution buffer containing proteinase K at 55°C for 30 minutes. RNA from supernatants was purified using RNeasy MinElute Cleanup Kit (Qiagen) and analyzed by qPCR.

### RNA pulldown assays.

The pcDNA3.1(+) pDRAIR and pcDNA3.1(–) expressing DRAIR anti-sense (pDRAIR-AS, Supplemental Figure 3C) were linearized to prepare biotinylated DRAIR and DRAIR-AS probes, respectively, by in vitro transcription with T7-RNA polymerase using Biotin RNA Labeling Mix kit (Roche). Nuclear extracts from THP1 cells (1 mg protein) were incubated with 1 μg of biotinylated probes, and RNA pulldown assays were performed as described (22). Proteins eluted from biotinylated RNA-protein complexes were subjected to immunoblotting with G9a antibody (1:1000). Protein bands were detected using Enhanced Chemiluminescence kit (Perkin Elmer).

### ChIP.

ChIP assays were performed as described previously (22, 49), with some modifications. THP1 cells crosslinked with 1% formaldehyde were lysed in nuclear isolation buffer (20 minutes, 4°C) and centrifuged (2500*g*, 20 minutes) at 4°C. Nuclear pellets were lysed in ChIP lysis buffer, and chromatin was sheared by sonication using a Bioruptor. Sonicated nuclear lysates were diluted 1:10, and lysates containing equal amounts of DNA were immunoprecipitated using antibodies against H3K9me2 (catalog 4658S), G9a (catalog 68851S), or H3K27me3 (catalog 9733S) obtained from Cell Signaling Technology, or KLF4 (10 μg, catalog AF3640, R&D Systems). Immunocomplexes were captured using IgG magnetic beads, washed, and eluted as indicated (22, 49), except that high salt wash was performed 2 times. ChIP DNA was reverse crosslinked overnight at 67°C and treated with RNAse A (10 μg/mL) for 30 minutes at 37°C. DNA was extracted using QIAquick PCR Purification Kit. ChIP-DNA was analyzed in triplicate by ChIP-qPCR using indicated primers and SYBR Green reagent on the 7500 Fast Real-Time PCR system. The ChIP-qPCR data were analyzed using the formula 2^–(CtChIP-Ct100%input)^, and results were normalized with input were expressed as percentage of input.

### THP1 monocyte–EC binding assays.

THP1 monocytes transfected with siDR or siNC were treated with or without TNF-α for 5 hours (10 ng/mL), labeled with DAPI (5 ng/mL, 20 minutes), and washed twice with PBS. Then, labeled monocytes (125,000 per cm^2^) were incubated with confluent HUVECs in 24-well plates in serum-depletion medium (MCDB-131 [MilliporeSigma] containing 2.5% FBS and 1× antibiotic/antimycotic agents) for 30 minutes at 37°C. Nonadherent monocytes were removed by washing twice with PBS. EC-bound monocytes were fixed with 1% paraformaldehyde for 15 minutes and washed, and images from multiple wells/group were captured using a fluorescence microscope (×100 magnification). Bound monocytes were counted with ImageJ software (NIH), and results are expressed as monocytes/field (mean ± SD).

### Statistics.

Graphpad Prism (7.0 and above) software was used to perform statistical analysis. Data are represented as mean ± SD of experiments performed at least in triplicate. Shapiro-Wilk normality test was used to test normal distribution of each sample group. Comparisons between 2 groups were performed using 2-tailed unpaired *t* tests. Comparison among more than 2 groups were performed using 1- or 2-way ANOVA, followed by multiple-comparison tests as indicated in the figure legends. *P* < 0.05 was considered statistically significant.

### Study approval.

All human blood samples were collected after written informed consent from T2D and control volunteers. The study was approved by the IRBs at City of Hope and Baylor College of Medicine. Mouse studies were approved by IACUC at City of Hope and conducted in accordance with the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

## Author contributions

MAR conceptualized the work, designed and performed most experiments, and wrote the manuscript. VA, RG, MW, LL, LZ, and MA performed experiments and analyzed data. XW, ZC, and VST performed bioinformatics analysis. S. Das performed experiments, assisted with experimental design, and edited the manuscript. S. Devaraj provided human monocytes for RNA-seq analysis. RN conceptualized the work, edited the manuscript, acquired funding, and supervised the study. RN and MAR are the guarantors of this work and, as such, had full access to all the data in the study and take responsibility for the integrity of the data and the accuracy of the data analysis.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
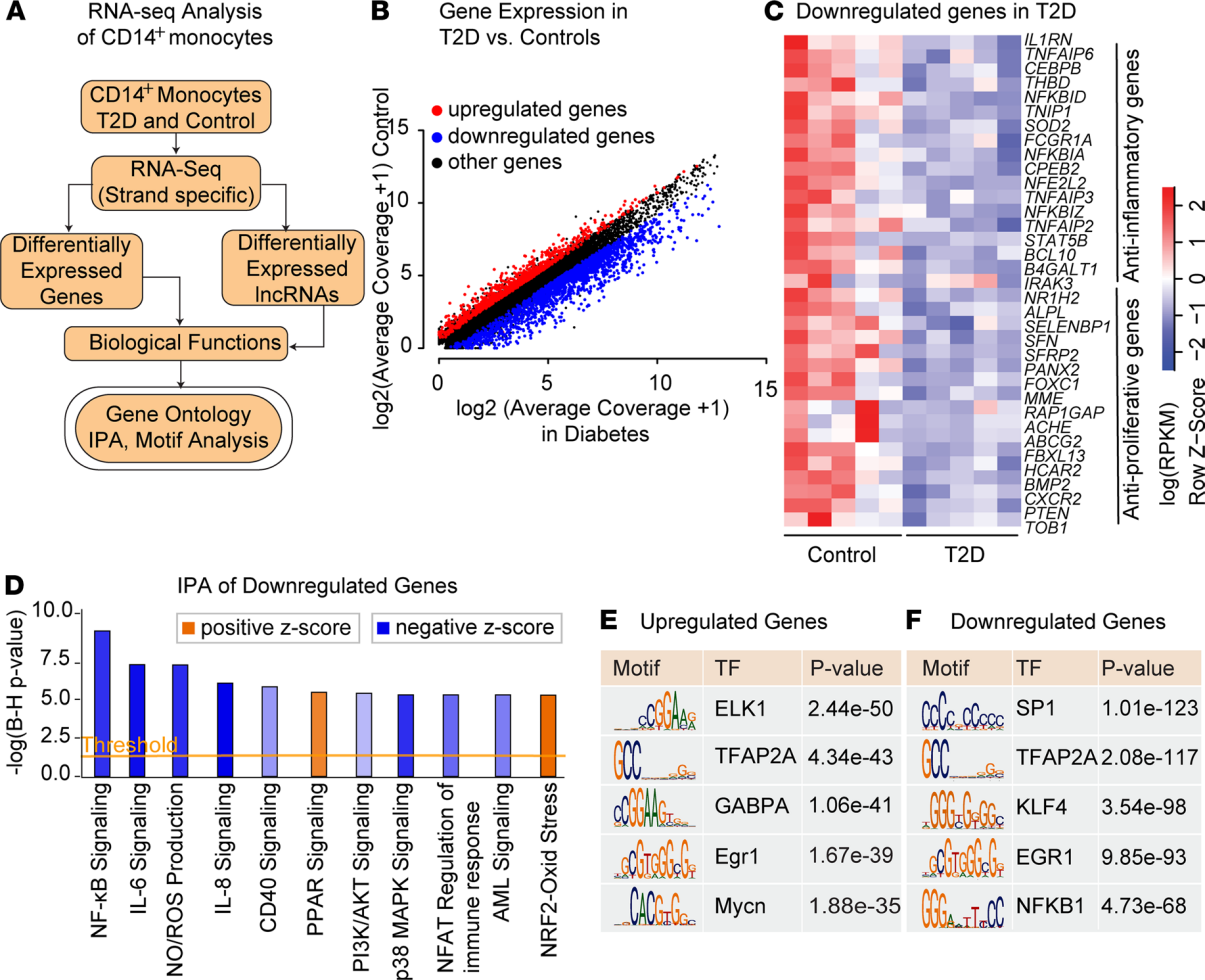
Type 2 diabetes inhibits antiinflammatory and antiproliferation genes in human CD14^+^ monocytes. (**A**) Scheme showing RNA-seq analysis pipeline and downstream analyses of CD14^+^ monocytes from volunteers with and without T2D. (**B**) Scatter plot of differentially expressed genes (DEGs) in T2D monocytes versus controls (log_2_ fold change ≥ 2, FDR < 0.05 versus control monocytes, *n* = 5 each). (**C**) Heatmap showing downregulation of key antiinflammatory and antiproliferative genes in T2D monocytes. (**D**) Enrichment of canonical signaling pathways associated with inflammation in downregulated genes. B–H, Benjamini-Hochberg. (**E** and **F**) Transcription factor (TF) motifs enriched in the promoters (–1000 bp to +500 bp) of DEGs in T2D monocytes. Adjusted *P* values (B–H method) are shown.

**Figure 2:**
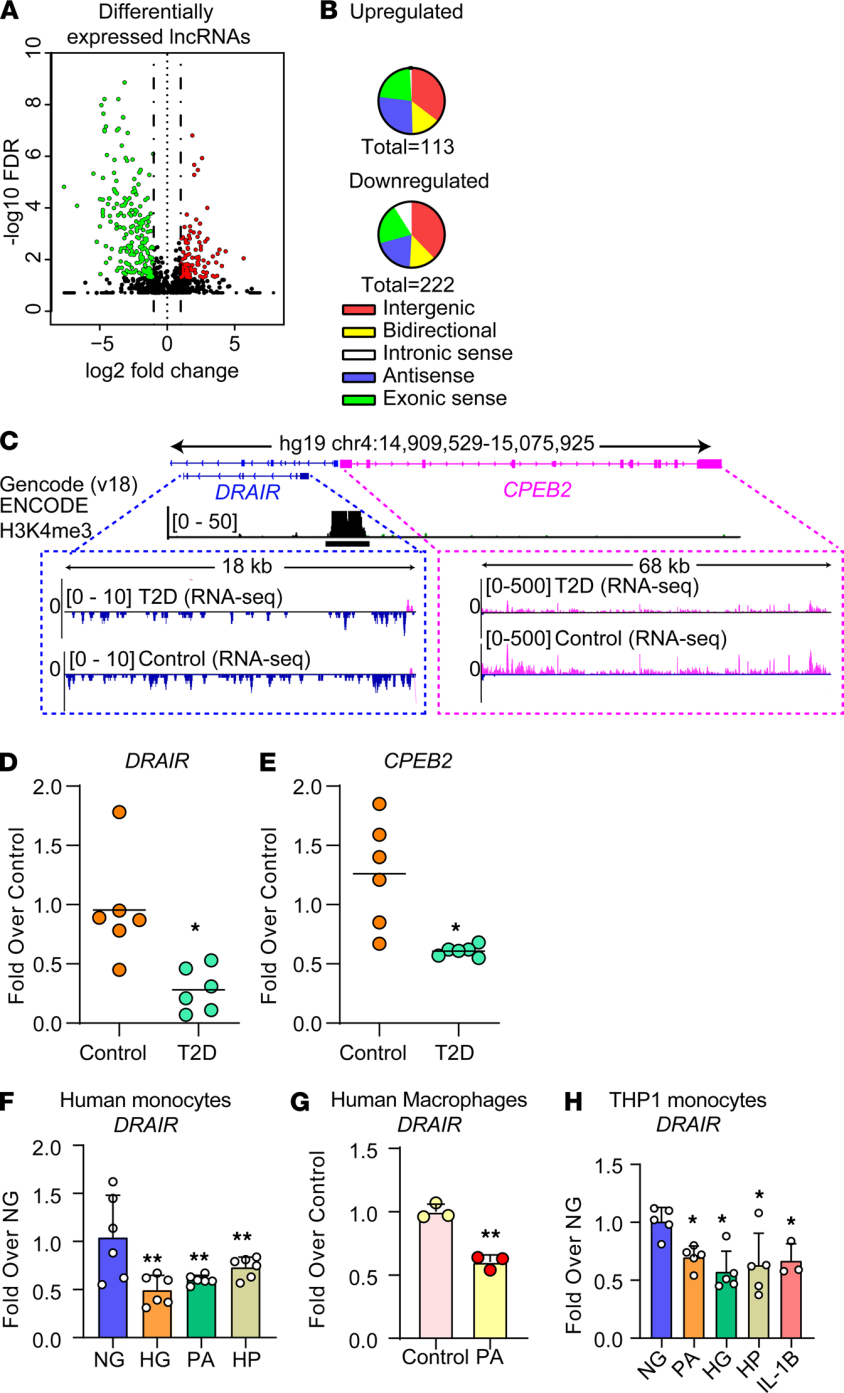
Dysregulation of lncRNA *DRAIR* in type 2 diabetes. (**A** and **B**) Volcano plot of differentially expressed lncRNAs in T2D monocytes versus controls (**A**) and their genomic classification (**B**). (**C**) Schematic showing genomic organization of lncRNA *DRAIR* and nearby *CPEB2* gene, along with RNA-seq tracks from CD14^+^ monocytes from T2D and control subjects. *DRAIR* and *CPEB2* show downregulation in T2D monocytes versus controls (log_2_ fold = –1.75, FDR = 0.029, and log_2_ fold = –2.19, FDR = 1.18 x 10^–5^, respectively; *n* = 5 each). H3K4me3 track from CD14^+^ monocytes (from ENCODE) is shown to indicate shared promoter region for both genes. Map not drawn to scale. (**D** and **E**) qPCR validation of *DRAIR* and *CPEB2* downregulation in T2D monocytes versus control (*P < 0.05, by *t* tests, *n* = 6). (**F**–**H**) qPCR results showing downregulation of *DRAIR* in primary human CD14^+^ monocytes (**F**), primary human macrophages (**G**), and THP1 monocytes (**H**) treated with normal glucose (NG, 5.5 mM), high glucose (HG, 25 mM, 72 hours), palmitic acid (PA, 200 μM, 24 hours), and HG + PA (HP) and IL-1β (10 ng/mL). *P < 0.05 and **P < 0.01, as determined by 1-way ANOVA and Dunnett’s multiple-comparison test in **F** and **H** (*n* = 3–6) and *t* test in **G** (*n* = 3).

**Figure 3:**
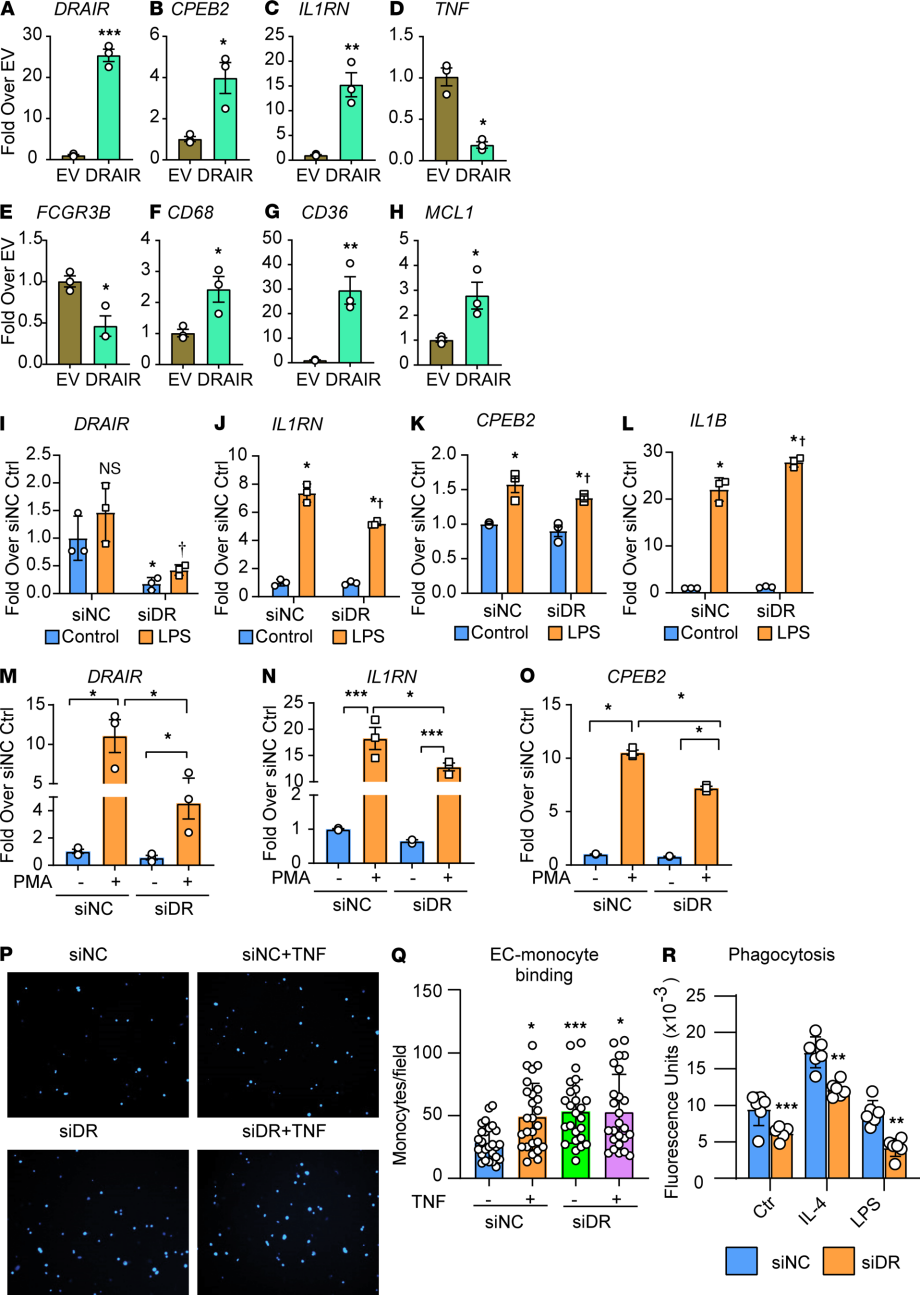
Effect of *DRAIR* overexpression or knockdown on proinflammatory gene expression and phenotype of THP1 monocytes. (**A**–**H**) Effects of *DRAIR* overexpression. qPCR analysis of indicated genes in THP1 cells transduced with lentivruses expressing *DRAIR* or a control vector (EV). *P < 0.05; **P < 0.01; ***P < 0.001, by *t* test (*n* = 3). (**I**–**L**) Effects of *DRAIR* knockdown with siRNAs. THP1 cells were transfected with control siRNA (siNC) or siRNA targeting *DRAIR* (siDR). Two days later, cells were treated with or without with LPS (100 ng/mL) for 24 hours, and gene expression was analyzed by qPCR. Results expressed as fold over siNC control. (**M**–**O**) qPCR analysis of THP1 cells transfected with siNC or siDR treated ± PMA (20 ng/mL) for 24 hours. Results expressed as fold over siNC control (Ctrl). For **I**–**O**, *P < 0.05; ***P < 0.001 versus siNC control and †*P* < 0.05 versus siNC LPS as determined by 2-way ANOVA (I–L), 1-way ANOVA (M–O), and Sidak’s multiple-comparison test (*n* = 3). (**P** and **Q**) THP1 cells transfected with siDR or siNC were treated ± TNF-α (10 ng/mL, 3 hours), labeled with DAPI, and used in monocyte–endothelial cell (monocyte-EC) adhesion assays. Images of bound monocytes were collected using a fluorescence microscope (**P**). Total original magnification, ×100. Bound monocytes from multiple wells/group were quantified using ImageJ software (**Q**). *P < 0.05; ***P < 0.001 as determined by 1-way ANOVA and Sidak’s multiple-comparison test (versus siNC control, *n* = 25–29). (**R**) Phagocytosis assays were performed with fluorescently labeled *E*. *coli* bioparticles in THP1 macrophages transfected with siDR or siNC and treated with IL-4 (20 ng/mL) or LPS (100 ng/mL) for 24 hours. Results shown as fluorescence from phagocytosed particles. **P < 0.01; ***P < 0.001 as determined by multiple unpaired *t* tests, with correction for multiple comparisons using the Holm-Sidak method (versus siNC, *n* = 6).

**Figure 4:**
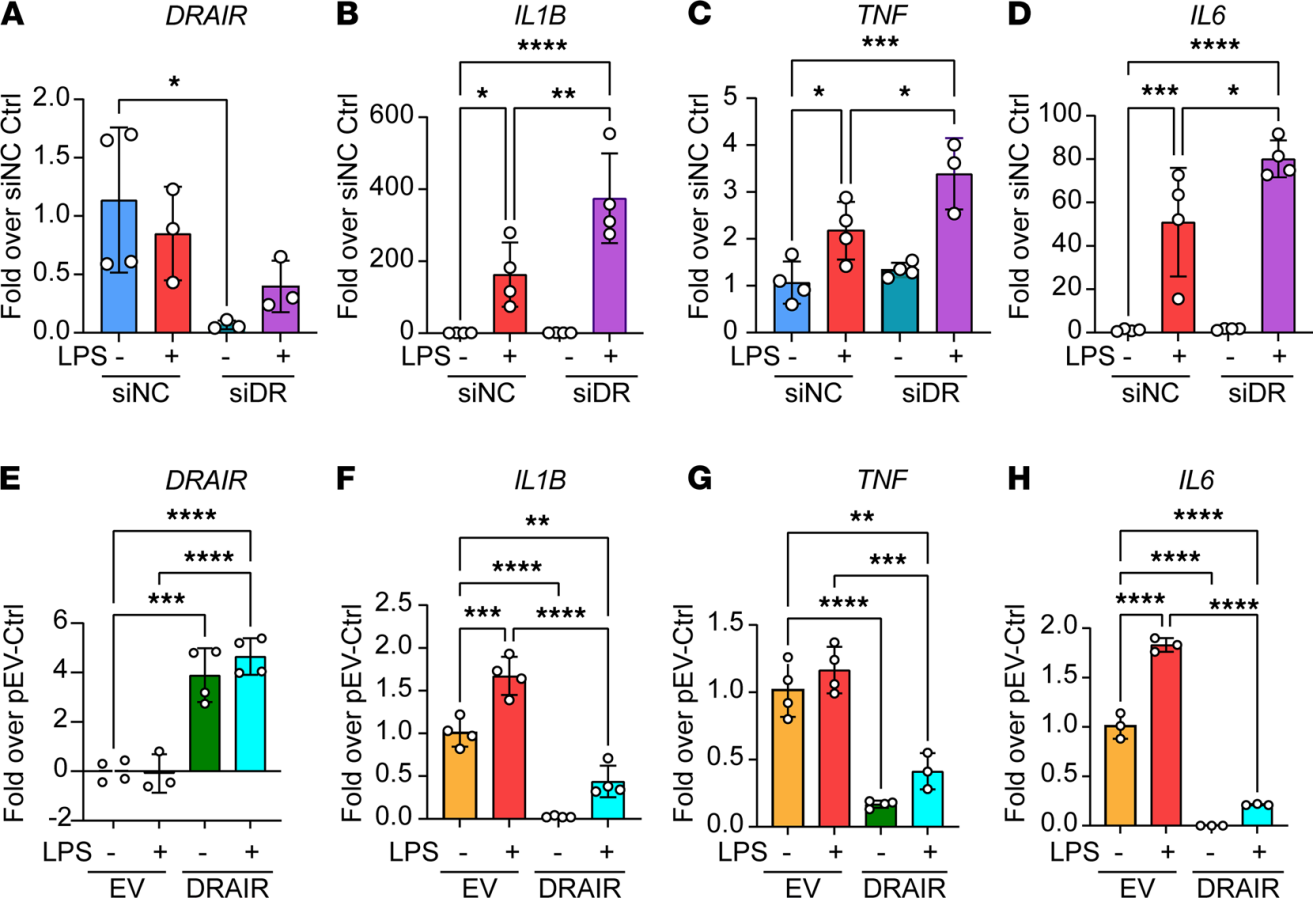
*DRAIR* regulates inflammatory phenotype of primary human CD14^+^monocytes. (**A**–**D**) *DRAIR* knockdown enhances inflammatory gene expression in human CD14^+^ monocytes. qPCR analysis of indicated genes in CD14^+^ monocytes transfected with siDR or siNC. Two days after transfection, cells were treated with or without LPS (100 ng/mL) for 24 hours and gene expression analyzed by qPCR. Results expressed as fold over siNC control (Ctrl). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 versus siNC-LPS, as determined by 1-way ANOVA followed by Sidak’s multiple-comparison tests (*n* = 4). Similar results were obtained with CD14^+^ monocytes isolated from 2 other volunteers. (**E**–**H**) *DRAIR* overexpression inhibits inflammatory phenotype in primary human CD14^+^ monocytes. CD14^+^ monocytes transfected with plasmid pDRAIR expressing DRAIR (DRAIR) or empty vector pcDNA3.1 (EV) were treated with LPS (100 ng/mL) for 24 hours, and expression of indicated genes was analyzed by qPCR (*n* = 4). **P < 0.01; ***P < 0.001; ****P < 0.0001 as determined by 1-way ANOVA and Sidak’s multiple-comparison tests (*n* = 4).

**Figure 5:**
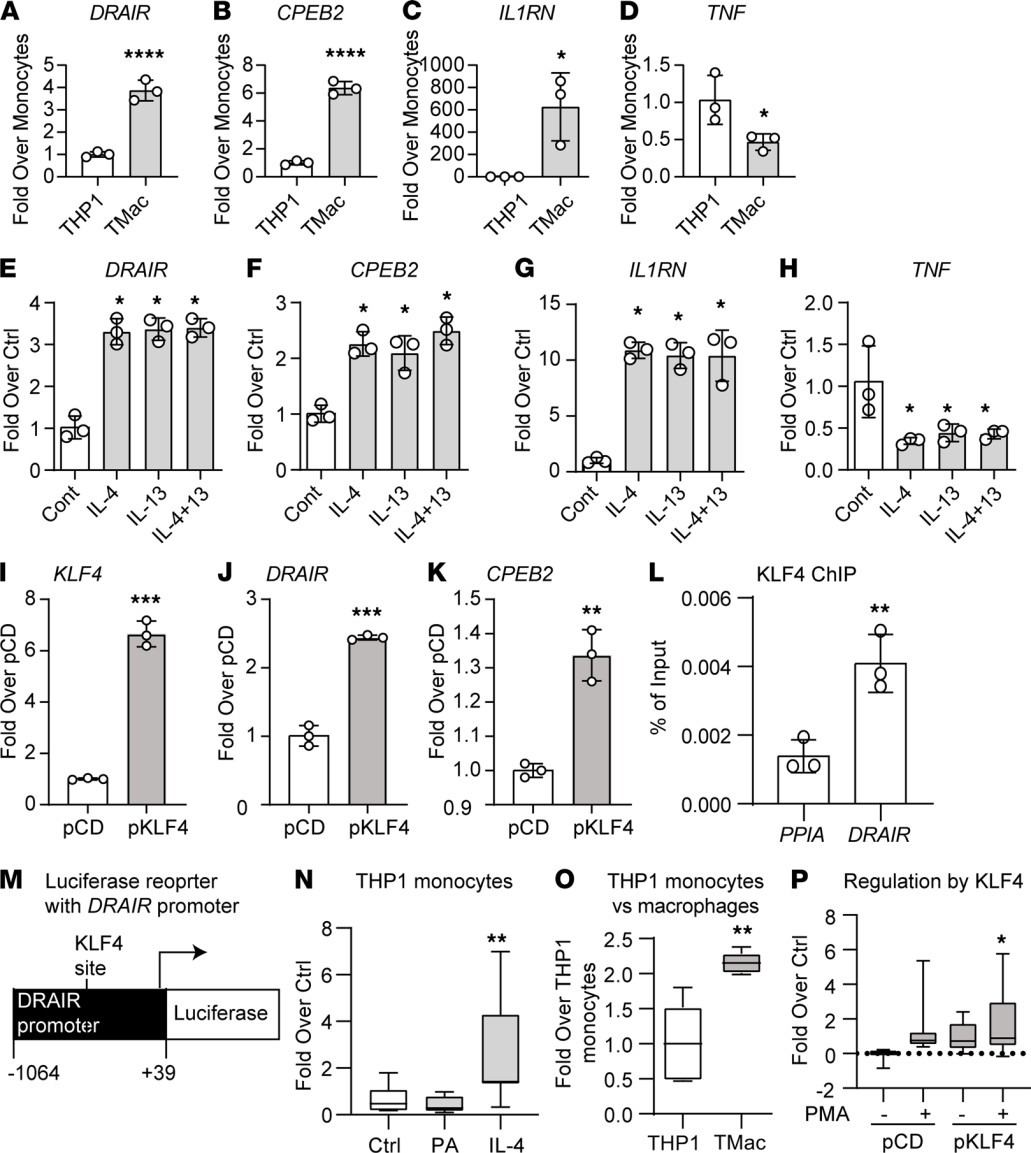
*DRAIR* is regulated during macrophage differentiation and by antiinflammatory cytokines. (**A**–**D**) qPCR analysis of indicated genes in THP1 monocytes (THP1) before and after differentiation into macrophages (TMac) with PMA (20 ng/mL) for 24 hours. *P < 0.05; ****P < 0.0001 as determined by unpaired *t* test (*n* = 3). (**E**–**H**) Expression of indicated genes in THP1 macrophages treated with IL-4 or IL-13 or a combination of both (20 ng/mL each). *P < 0.05 (*n* = 3) as determined by 1-way ANOVA and Dunnett’s multiple comparisons tests. (**I**–**K**) Gene expression analysis in THP1 cells transiently transfected with control pcDNA3.1 (pCD) or KLF4 expression (pKLF4) plasmids. Gene expression analyses were performed 48 hours after transfection. **P < 0.01; ***P < 0.001 versus pCD as determined by unpaired *t* test (*n* = 3). (**L**) ChIP-qPCR analysis of ChIP assays with KLF4 antibody with indicated promoter primers (**P < 0.01 versus *PPIA* promoter, *n* = 3). (**M**) Schematic of the reporter plasmid (pDRluc) with *DRAIR* promoter cloned upstream of firefly luciferase reporter gene. KLF4 site (–760) in *DRAIR* promoter (not to scale). (**N**–**P**) Luciferase activities with THP1 cells cotransfected with pDRluc and internal control Renilla luciferase. In addition, plasmids pKLF4 and pCDNA3.1 were also cotransfected in **P**. One day after transfection, cells were treated as indicated for 24 hours. Luciferase activities are reported as fold over controls. In **N**, Ctrl, control; PA, palmitic acid (200 μM); IL-4, 20 ng/mL; in **O**, PMA-PMA 20 ng/mL. *P < 0.05, **P < 0.01 as determined by 1-way ANOVA followed by Dunnett’s multiple-comparison test (**N** and **P**, *n* = 10–13) and unpaired *t* test for **O** (*n* = 5).

**Figure 6:**
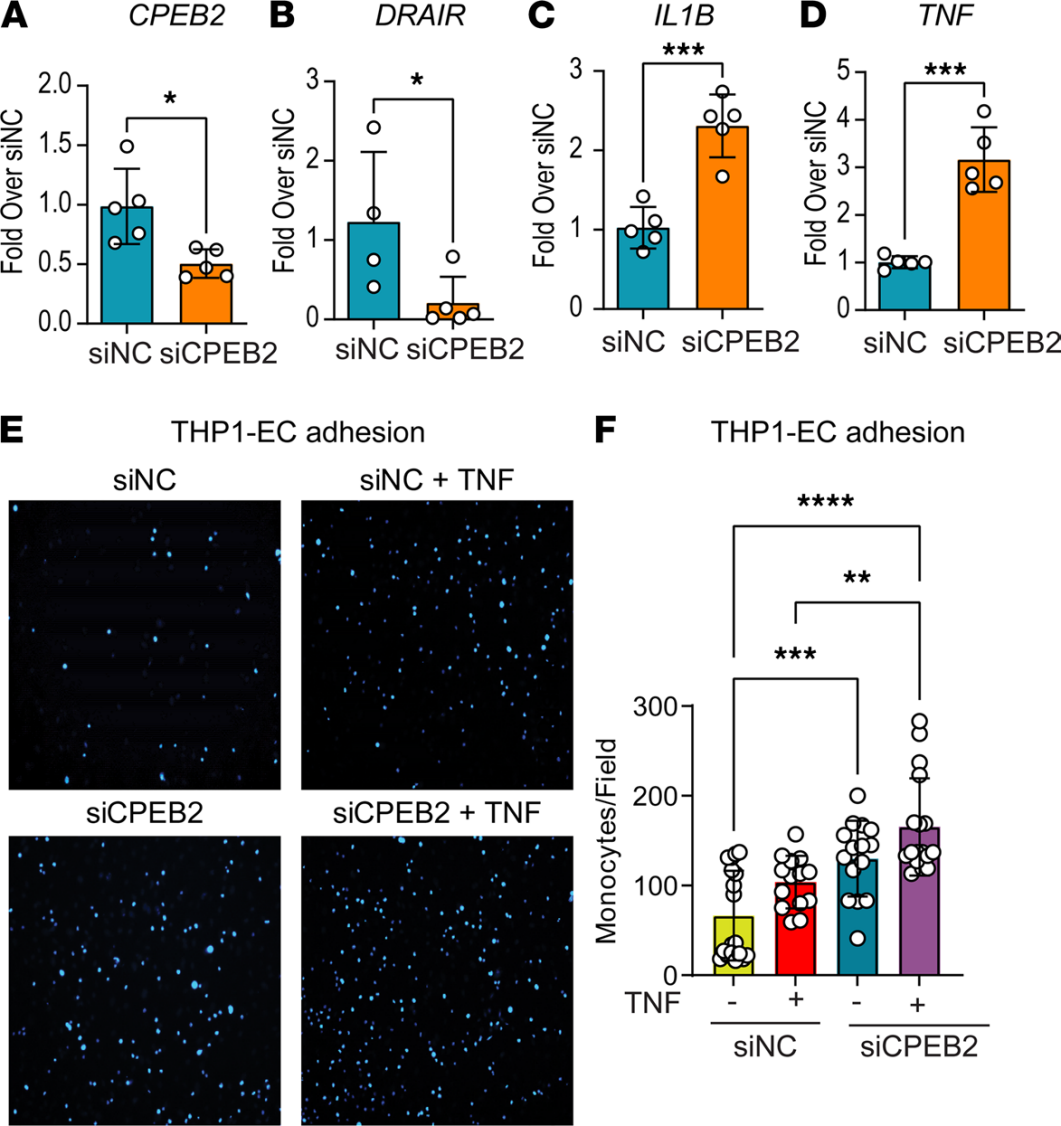
*CPEB2* knockdown also promotes inflammatory phenotype in THP1 monocytes. (**A**–**D**) Expression of indicated genes was analyzed by qPCR in THP1 cells transfected with siNC and siRNA targeting *CPEB2* (siCPEB2). *P < 0.05; ***P < 0.001 (*n* = 5) versus untreated siNC as determined by unpaired *t* test. (**E** and **F**) Images and quantification of monocyte–endothelial cell (monocyte-EC) adhesion assays. THP1 monocytes transfected with siCPEB2 or siNC were treated ± TNF-α (10 ng/mL, 3 hours), fluorescently labeled with DAPI, and incubated with EC plated in 24-well plates. EC monolayers were washed with PBS, and images were collected using a fluorescence microscope. Total original magnification, ×100. Bound monocytes (blue color spots) were counted using ImageJ software. **P < 0.01, ***P < 0.001, ****P < 0.0001 versus untreated siNC and versus untreated siCPEB2 as determined by 1-way ANOVA and Sidak’s multiple-comparison test (*n* = 16–19).

**Figure 7:**
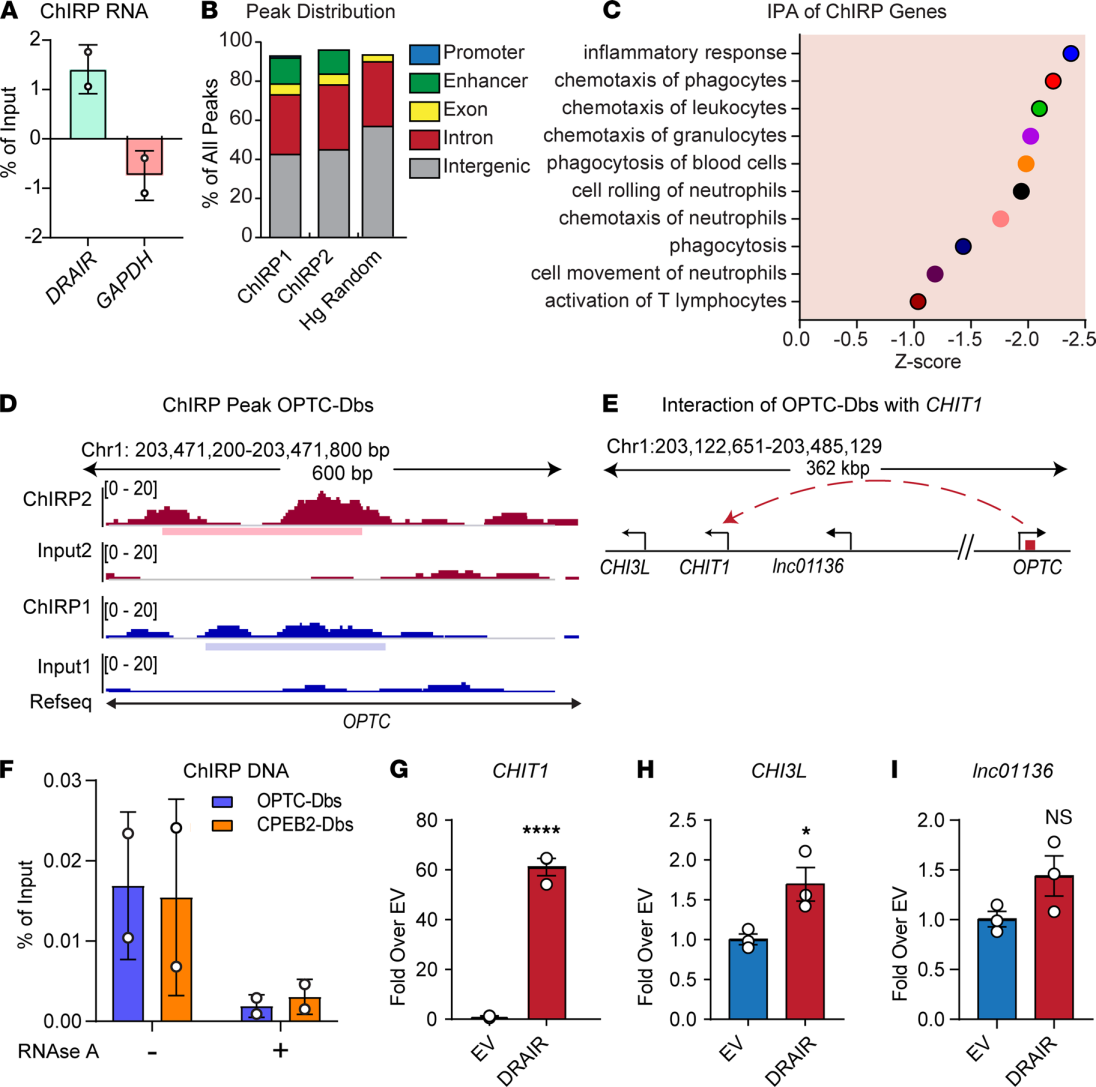
ChIRP analysis reveals *DRAIR* binding sites on chromatin. (**A**) qPCR analysis of RNA from ChIRP assays with indicated primers. Percentage of input values from 2 experiments were log transformed. ChIRP assays were performed using biotinylated *DRAIR* antisense oligonucleotides in THP1 cells. RNA-recovered from ChIRP assays was analyzed by qPCR and DNA by DNA sequencing (ChIRP-seq). (**B**) Genomic distribution of *DRAIR* binding sites (Dbs) identified from ChIRP-seq analysis. (**C**) GO terms enriched in genes nearby (±250 kb) Dbs as determined by IPA. (**D** and **E**). Schematic of Dbs in the intronic region of *OPTC* gene (OPTC-Dbs) (**D**) and its potential interaction with upstream region of *CHIT1* gene (**E**) identified using Hi-C plotter (CHiCP) tool. ChIRP1 and ChIRP2 in **B** and **D** refer to duplicates. (**F**) ChIRP-qPCR analysis of ChIRP-DNA using primers for indicated DRAIR binding sites. THP1 cell lysates were treated ± pancreatic ribonuclease A (RNase A), and ChIRP assays were performed with biotinylated *DRAIR* probes. RNase A–treated samples served as negative controls. Percentage of input values from 2 experiments were log transformed. (**G**–**I**) qPCR analysis of indicated genes in THP1 cells overexpressing *DRAIR* versus control vector (EV). *P < 0.05; ****P < 0.0001 versus EV as determined by unpaired *t* test (*n* = 3).

**Figure 8:**
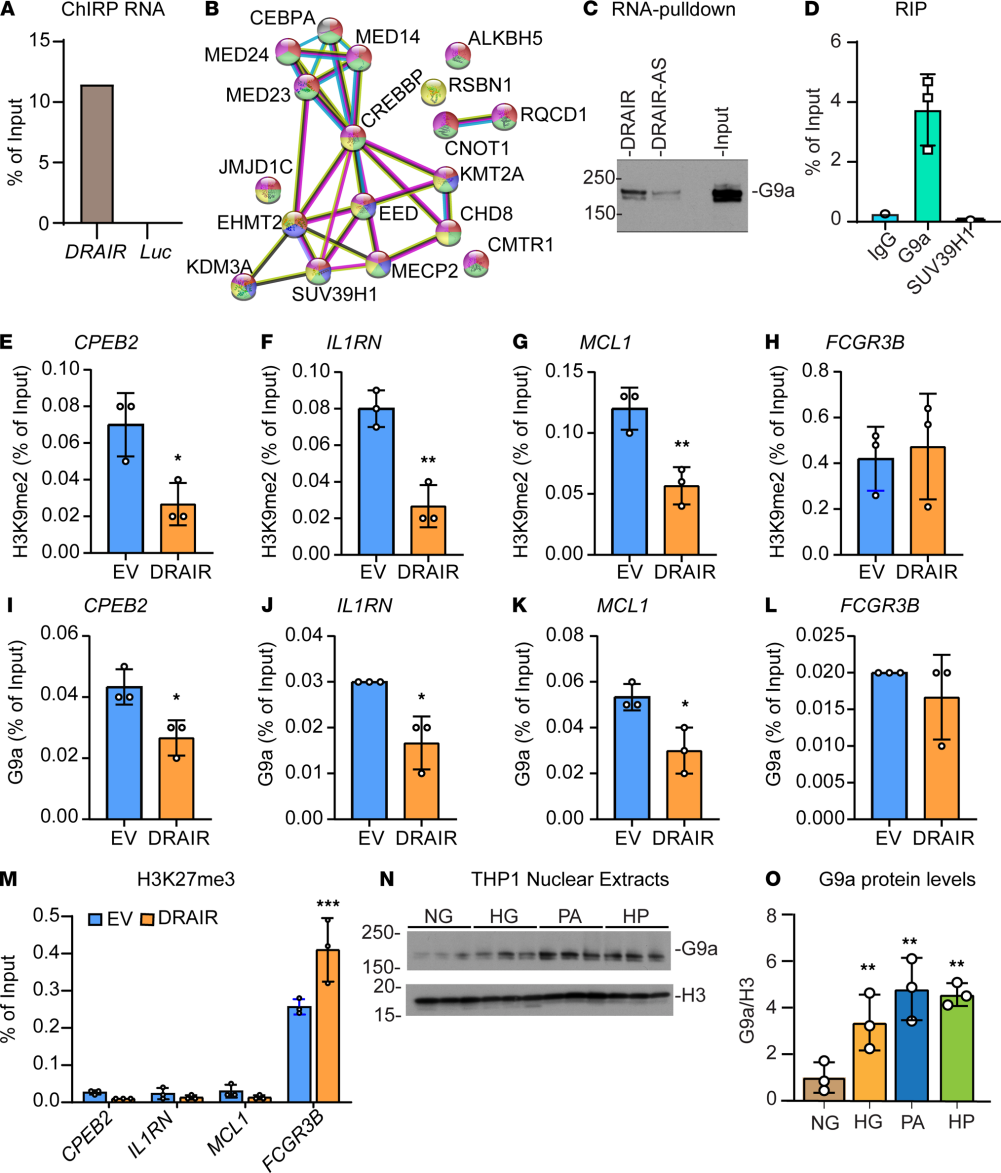
*DRAIR* interacts with G9a and alters levels of repressive histone modifications. (**A**) qPCR of RNA recovered from ChIRP with *DRAIR* probes or negative control luciferase (LUC) probes. Cell lysates from THP1 monocytes overexpressing *DRAIR* were subjected to ChIRP assays with biotinylated *DRAIR* probes and negative control biotinylated LUC probes. ChIRP complexes were captured on streptavidin beads, and RNA from an aliquot of beads was analyzed by qPCR with *DRAIR* primers. (**B**) The nucleic acid–protein complexes from ChIRP were fractionated on SDS-PAGE and subjected to mass spectrometry to identify proteins interacting with *DRAIR* probes. STRING analysis of indicated *DRAIR*-interacting proteins identified by ChIRP mass spectrometry (Supplemental Figure 7). Colors represent GO biological functions shown in Supplemental Figure 7. (**C**) Immunoblotting of proteins from RNA pulldown assays using *DRAIR* and *DRAIR* antisense (DRAIR-AS) probes with G9a antibody. (**D**) qPCR analysis of RNA recovered after RNA IP with indicated antibodies. (**E**–**M**) ChIP-qPCR analysis of DNA recovered from ChIP assays using lysates from THP1 cells overexpressing *DRAIR* and empty vector pcDNA3.1 (EV) with antibodies against H3K9me2 (**E**–**H**), G9a (**I**–**L**), and H3K27me3 (**M**) using indicated gene promoter primers. (**N** and **O**) Immunoblotting of THP1 nuclear extracts with indicated antibodies (**N**) and quantification of G9a in nuclear extracts (**O**). THP1 cells were treated with NG (5.5 mM glucose) and HG (25 mM glucose) for 72 hours. Palmitic acid (PA, 200 μM) was also added in the final 24 hours to NG- (PA) and HG-treated (HP) cells. *P < 0.05; **P < 0.01; ***P < 0.001 (*n* = 3) as determined by unpaired *t* test (**E**–**L**) and 2-way ANOVA with Sidak’s (**M**), and 1-way ANOVA with Dunnett’s (**O**) multiple-comparison testing.

**Figure 9:**
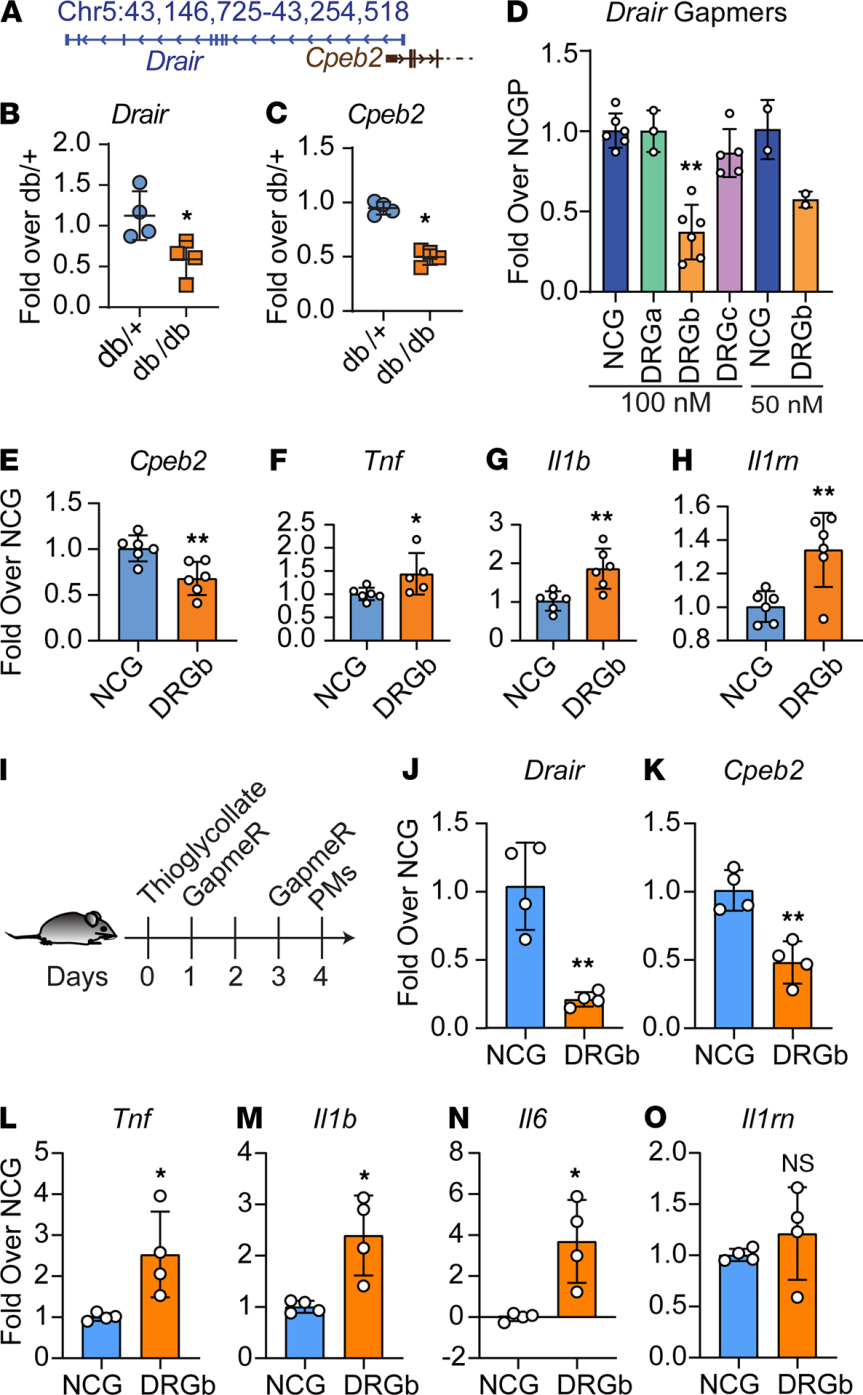
Mouse orthologous *Drair* is downregulated in macrophages from T2D mice and regulates inflammatory phenotype in macrophages. (**A**) Genomic organization of *Drair* and *Cpeb2* in the mouse genome (mm9). (**B** and **C**) qPCR analysis of *Drair* in peritoneal macrophages (PMs) from type2 diabetic *db/db* mice versus genetic control *db/+* mice. *P < 0.05 as determined by unpaired *t* test (*n* = 4). (**D**) qPCR analysis of RAW cells transfected with control (NCG) and indicated *Drair* GapmeRs (DRGa, DRGb, and DRGc) (*n* = 2–6). (**E**–**H**) qPCR analysis of indicated genes after *Drair* knockdown with DRGb GapmeR (DRGb) versus NCG GapmeR in RAW cells *P < 0.05; **P < 0.01 (paired *t* test). (**I**) Experimental design for *Drair* knockdown in C57BL/6 mice with GapmeRs (NCG or DRGb). (**J**–**O**) Gene expression analysis in PMs from C57BL/6 mice treated with NCG or *Drair* (DRGb) GapmeRs. *P < 0.05; **P < 0.01 versus NCG as determined by unpaired *t* test (*n* = 4).

**Figure 10:**
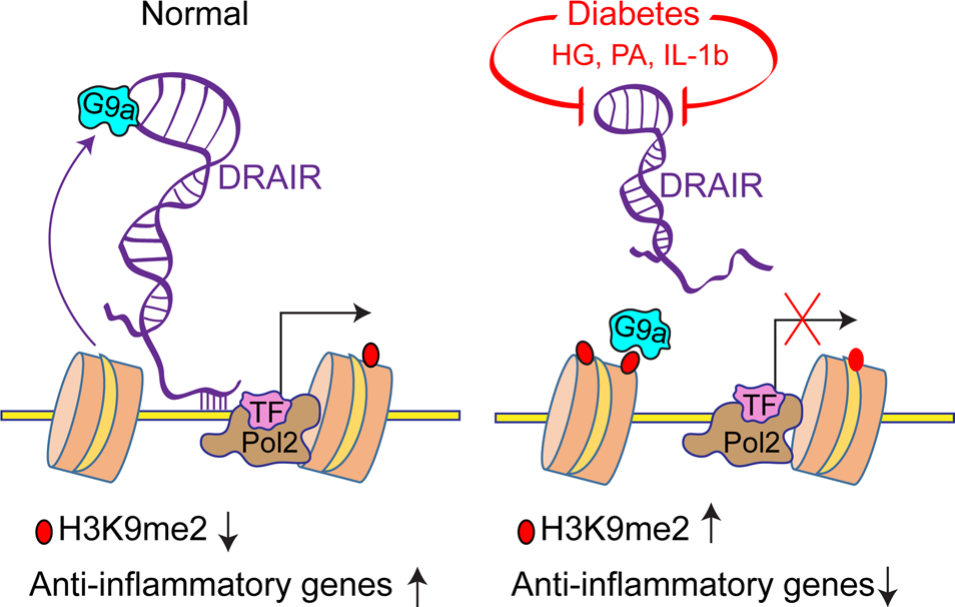
Schematic of DRAIR dysregulation in diabetes and epigenetic mechanisms of DRAIR actions. Under normal physiological conditions, lncRNA *DRAIR* reduces enrichment of repressive histone modifications, such as H3K9me2, at key antiinflammatory genes, by preventing recruitment of histone methyltransferase G9a (EHMT2), which allows the normal expression of these antiinflammatory genes. However, under diabetic conditions, downregulation of *DRAIR* and upregulation of G9a reverses these events, leading to repression of antiinflammatory genes, activation of monocytes, and chronic inflammation.

# Supplementary material for: lncRNA DRAIR is downregulated in diabetic monocytes and modulates the inflammatory phenotype via epigenetic mechanisms
**Source:** JCI Insight. 2021 Jun 8;6(11):e143289. doi: 10.1172/jci.insight.143289
**Supplement:** Supplemental data

**Supplementary Material**

**LncRNA *DRAIR* is downregulated in diabetic monocytes and modulates inflammatory phenotype via epigenetic mechanisms**

**Marpadga A. Reddy, Vishnu Amaram, Sadhan Das, Vinay Singh Tanwar, Rituparna Ganguly, Mei Wang, Linda Lanting, Lingxiao Zhang, Maryam Abdollahi, Zhuo Chen, Xiwei Wu, Sridevi Devaraj and Rama Natarajan**

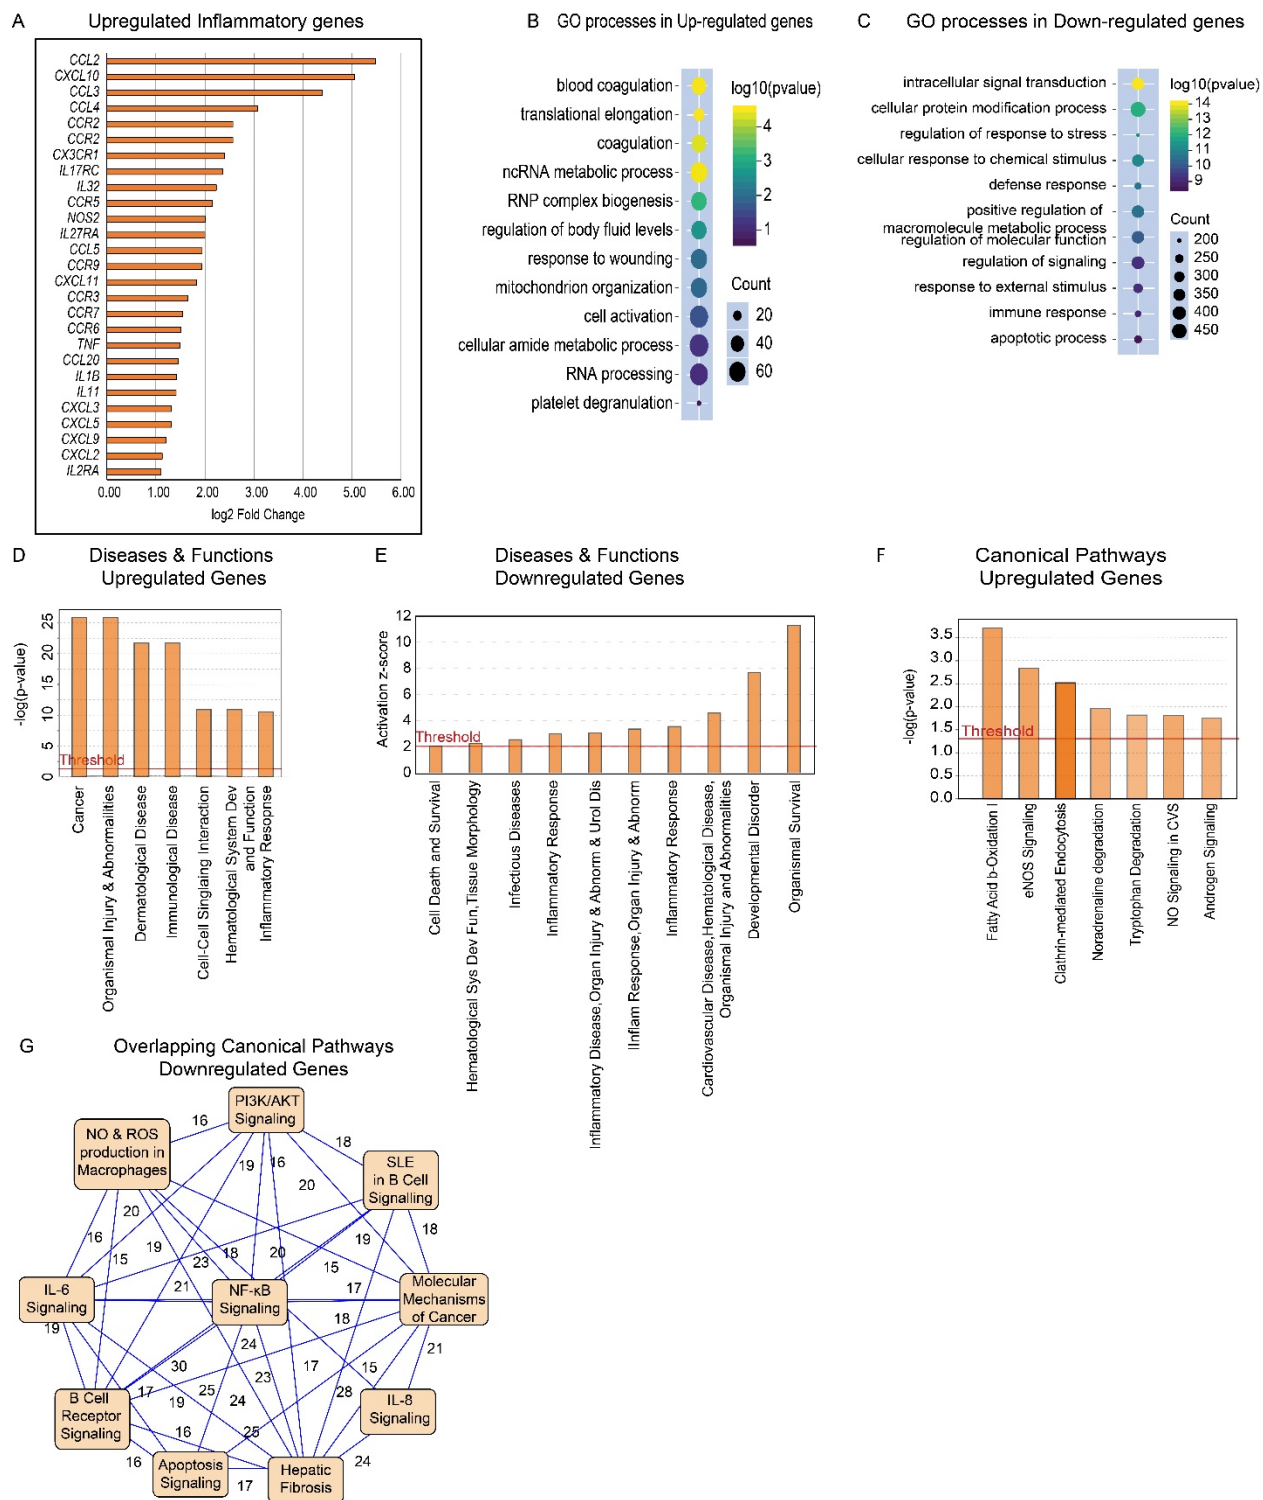

**Supplementary Figure. 1.** (A) RNA-seq data showing inflammatory genes upregulated in monocytes from humans with type 2 diabetes versus controls. (B-C) Bubble plots depicting GO Processes enriched in upregulated and downregulated genes. Bubble color represents significance (p-values), and bubble size indicates gene count. (D-E) IPA analysis showing Diseases & Functions enriched in upregulated (D) and downregulated genes (E). (F) IPA analysis showing Canonical pathways enriched in upregulated genes. (G) IPA analysis showing

Overlapping Canonical pathways in downregulated genes. Numbers indicate common genes in overlapping networks. SLE: Systemic Lupus Erythematosus. In panels D and F, y-axis represents  $-\log(p\text{-values})$  from Fisher's exact test. In panel E, y-axis shows Z-score, where 2 is set as threshold.

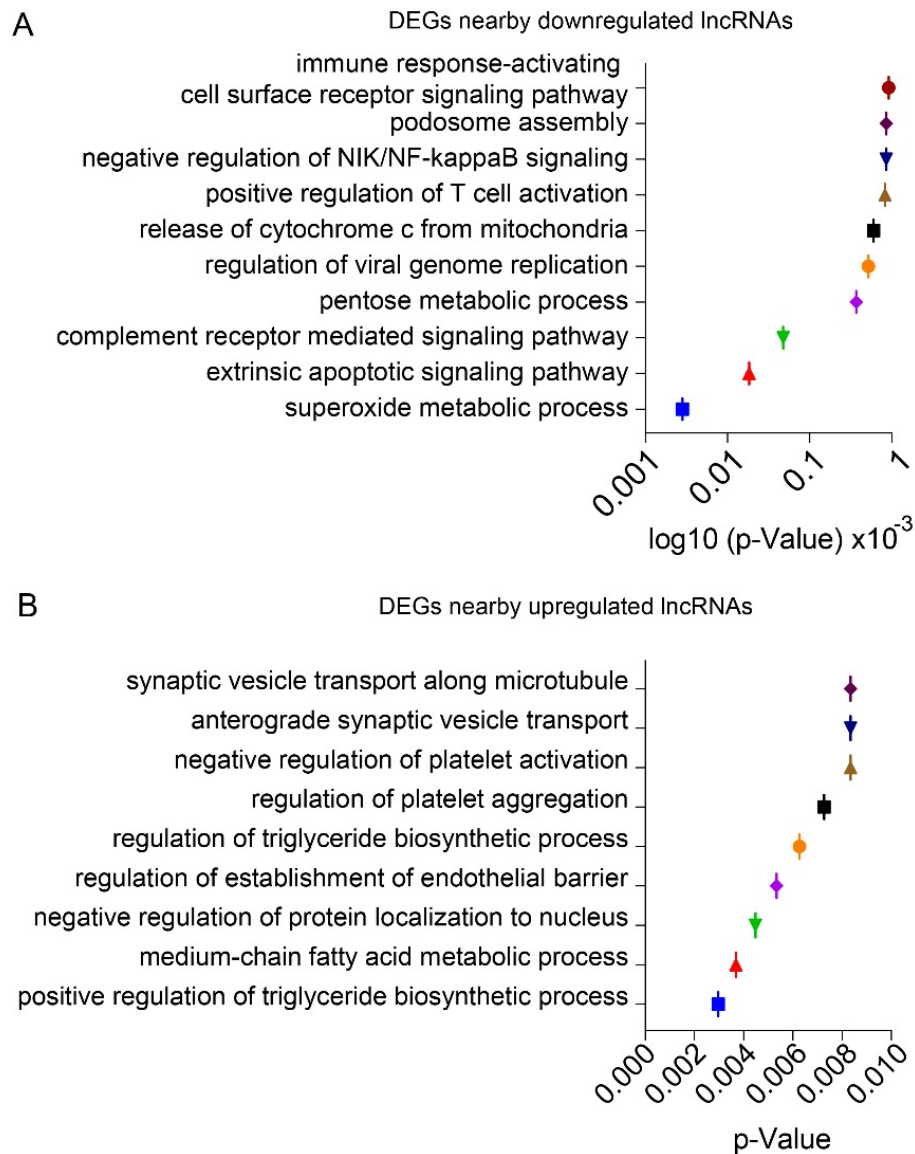

**Supplementary Figure. 2. (A-B)** GO Biological processes enriched among differentially expressed gene (DEG)s located nearby the downregulated (**A**) and upregulated (**B**) lncRNAs in T2D. DEGs nearby differentially expressed lncRNAs ( $\pm 250$  kb) in T2D were analyzed using the web-based gene list enrichment analysis tool Enrichr (1-2).

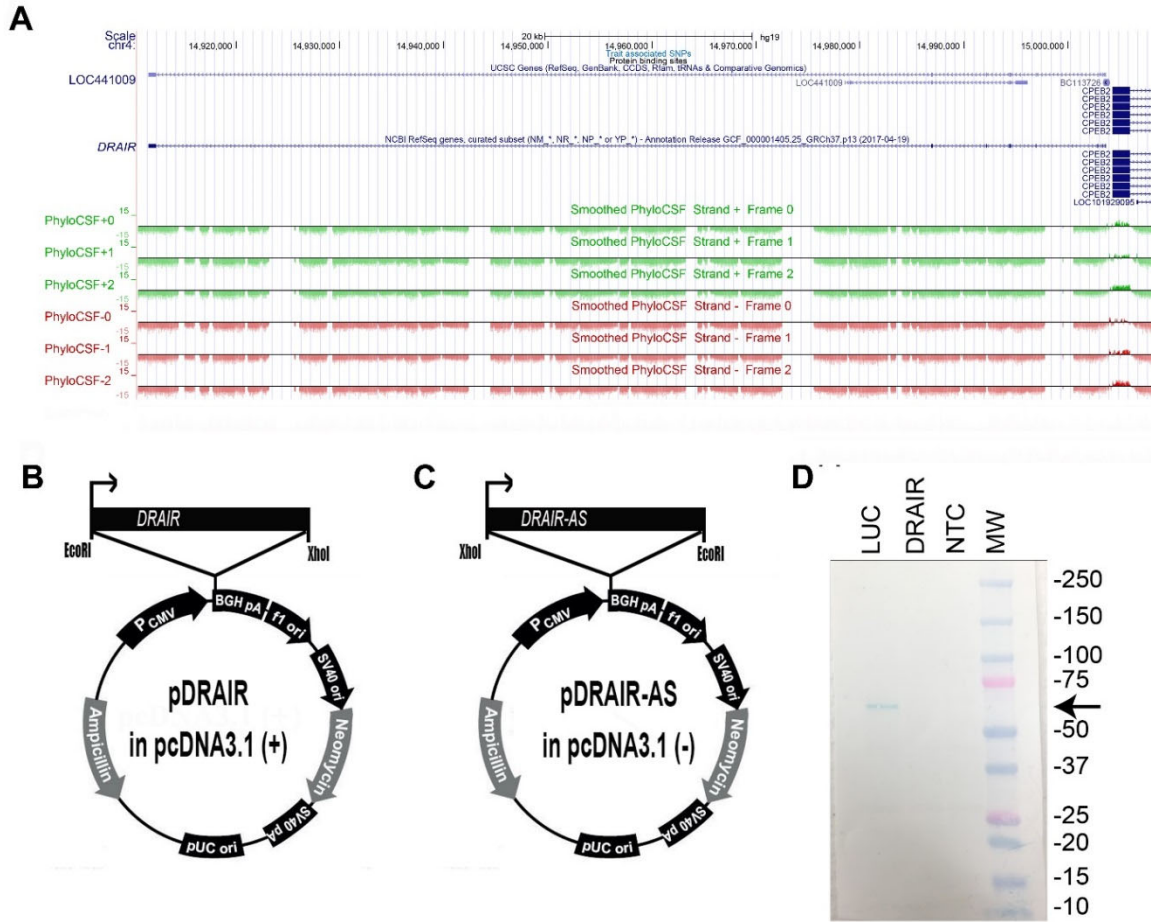

**Supplementary Figure 3.** Characterization of *DRAIR* coding potential. **(A)** The Raw PhyloCSF tracks of *DRAIR* genomic regions, showing the PhyloCSF score of less than zero in all six reading frames, predicting that *DRAIR* lacks coding potential. In addition, Coding Potential Calculator 2 (CPC2) software (3) also predicted that *DRAIR* lacks coding potential (coding probability 0.0302545). **(B, C)** Plasmid maps of pDRAIR expressing *DRAIR* (**B**) and pDRAIR-AS expressing *DRAIR* in antisense orientation (**C**). *DRAIR* cDNA was cloned downstream of the CMV promoter into EcoRI and XhoI sites of pcDNA3.1 (+) and pcDNA3.1 (-) plasmids to generate pDRAIR and pDRAIR-AS vectors respectively. Arrow indicates direction of transcription. **(D)** Western blot of *in vitro* translation products derived from luciferase (LUC) RNA (positive control), *DRAIR* RNA, and no template control (NTC) reactions. pDRAIR was used as a template in an *in vitro* coupled transcription-translation system, and reactions were analyzed by Western blot. Protein products were visualized using colorimetric nonradioactive detection system (Transcend Non-Radioactive Translation Detection Systems, Promega) that detects biotinylated lysines. Arrow indicates 62 kD luciferase protein. MW: Pre-stained protein molecular weight markers.

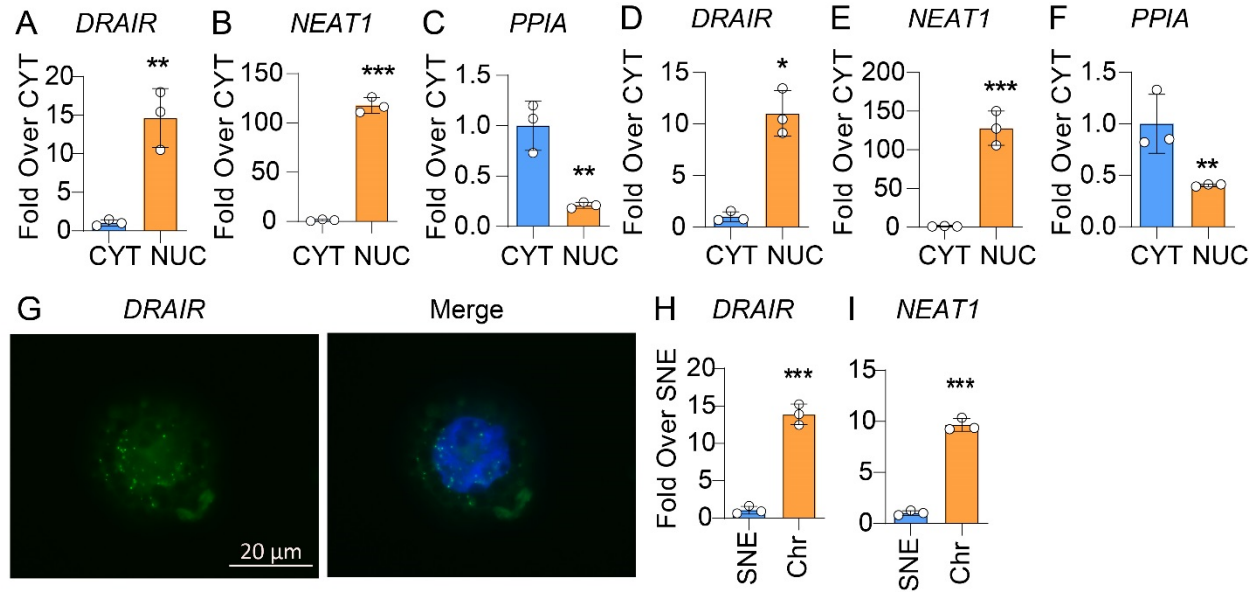

**Supplementary Figure 4.** DRAIR is a nuclear lncRNA and is enriched in chromatin. **(A-F)** RT-qPCR analysis of *DRAIR* expression in cytoplasmic (CYT) and nuclear (NUC) fractions from THP1 monocytes **(A-C)** and THP1 monocytes converted to macrophages with PMA **(D-F)**. **(G)** Images showing RNA-FISH analysis of *DRAIR* localization in THP1 macrophages. Green spots: *DRAIR* probe; Blue-DAPI staining of nuclei. **(H and I)** RT-qPCR analysis of indicated transcripts in soluble nuclear extracts (SNE) and chromatin (Chr) fractions from THP1 cells (n=3). \*, p<0.05; \*\*, p<0.01; \*\*\*, p<0.001 as determined by Student's t-test (n=3).

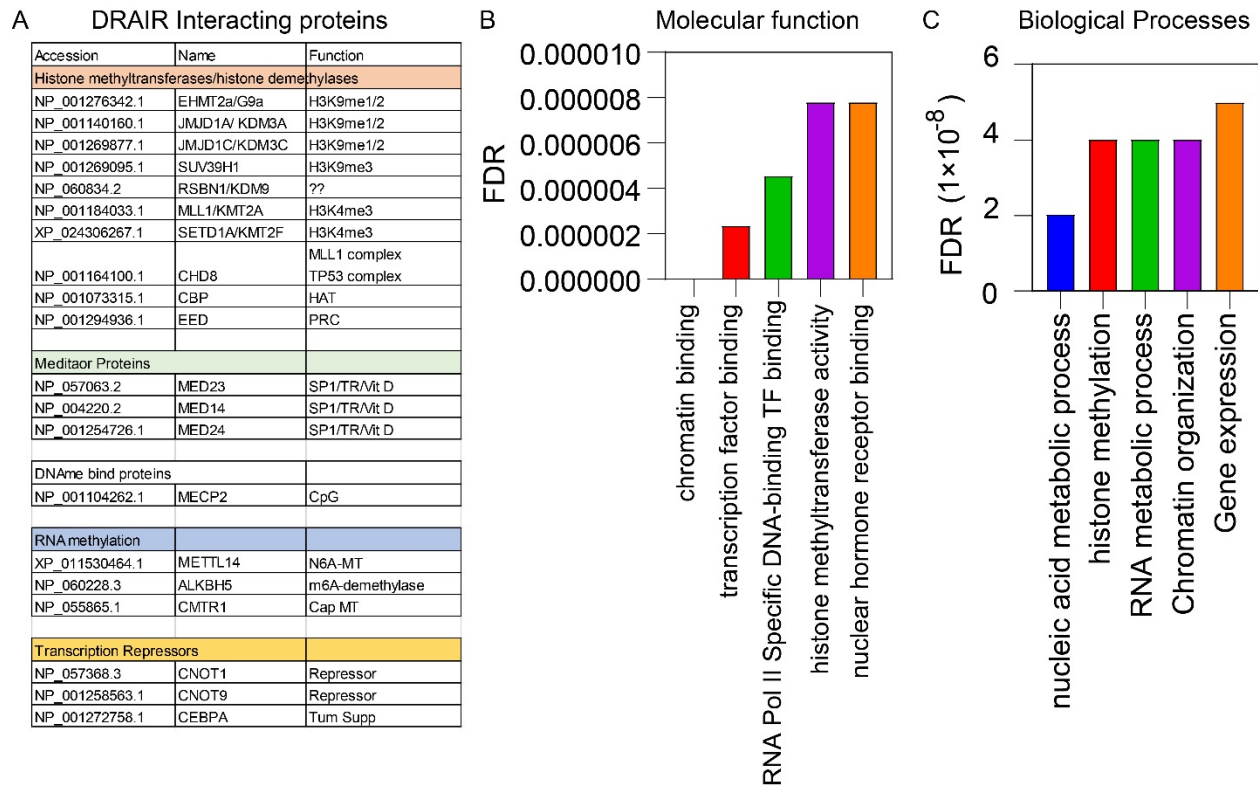

**Supplementary Figure 7.** *DRAIR* interacting proteins identified by ChIRP-mass spectrometry (ChIRP-MS). **(A)** Subset of *DRAIR* interacting proteins identified in ChIRP-MS. THP1 cells overexpressing *DRAIR* were used to perform ChIRP assays. Cell lysates were incubated with biotinylated *DRAIR* probes or luciferase probes (negative control). After overnight incubation, nucleic acid-protein complexes were captured on streptavidin-beads, washed to remove non-specific interactions, and eluted with SDS-sample buffer. Eluted samples were fractionated on 4-15% SDS-polyacrylamide gels and stained with Coomassie blue. Proteins pulled down by *DRAIR* or LUC probes, and located between the 250 and 20 kDa molecular weight markers were analyzed by mass spectrometry (MS) to identify *DRAIR* interacting proteins. **(B, C)** GO Molecular functions and Biological processes enriched in *DRAIR* interacting proteins.

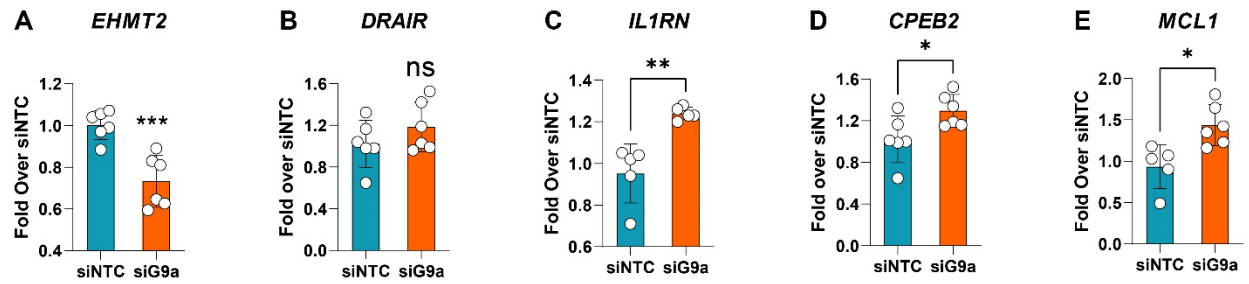

**Supplementary Figure 8.** EHMT2 (G9a) knockdown increases anti-inflammatory genes in THP1 cells. **(A-E)** RT-qPCR analysis of indicated genes in THP1 cells transfected with siRNAs targeting *EHMT2* (siG9a) or non-targeting control siRNA (siNTC) (n=5-6). \*, p<0.05; \*\*, p<0.01; \*\*\*, p<0.001 as determined by unpaired t-tests (n=6).

**Supplementary Table 1. Characteristics of volunteers without (control) and with type 2 diabetes (T2D).**

|                                      | <b>Control</b>     | <b>T2D</b>         |
|--------------------------------------|--------------------|--------------------|
| Age (yrs)                            | 21.2 ± 8.2         | 21.2 ± 7.7         |
| Sex                                  | 3 Male<br>2 Female | 3 Male<br>2 Female |
| Body mass index (Kg/m <sup>2</sup> ) | 22.4 ± 2.1         | 21.4 ± 3.1         |
| Blood glucose (mg/dL)                | 87.2 ± 9.2         | 190 ± 57.6**       |
| Hemoglobin A1c(%)                    | 5.02 ± 0.11        | 9.32 ± 2.4**       |
| Antibodies                           | Not determined     | Not detected       |
| C-reactive protein (mg/L)            | Not determined     | 3.7 ± 0.6          |
| C-peptide (ng/mL)                    | Not determined     | 5.7 ± 1.0          |

Mean ± SEM, \*\*, p<0.005 vs Normal, n=5 each

To determine Type 2 diabetes, information about body weight and body mass index (BMI), blood levels of HbA1c, glucose, antibodies and C-peptide were measured. C-reactive protein was measured as a marker for inflammation in T2D.

T2D diagnosis was based on blood glucose on 2 occasions > 126 mg/dL; HbA1c > 6.5%, no antibodies, detectable C-peptide and sometimes obesity.

Family history, diabetes medication status and length of diabetes were not recorded.

Blood samples for monocyte preparation were collected once.

| <b>Supplementary Table 2. ChIRP Peaks<br/>using DRAIR probes (n=2, Hg19)</b> |              |            |
|------------------------------------------------------------------------------|--------------|------------|
| <b>Chromosome</b>                                                            | <b>Start</b> | <b>End</b> |
| chr1                                                                         | 5790512      | 5790724    |
| chr1                                                                         | 9637587      | 9637777    |
| chr1                                                                         | 17425128     | 17425360   |
| chr1                                                                         | 22489192     | 22489478   |
| chr1                                                                         | 40498794     | 40499106   |
| chr1                                                                         | 41310615     | 41310880   |
| chr1                                                                         | 42444193     | 42444465   |
| chr1                                                                         | 44729428     | 44729646   |
| chr1                                                                         | 50442794     | 50443171   |
| chr1                                                                         | 59106831     | 59107065   |
| chr1                                                                         | 59462869     | 59463108   |
| chr1                                                                         | 103520933    | 103521120  |
| chr1                                                                         | 110469466    | 110469821  |
| chr1                                                                         | 121484319    | 121485432  |
| chr1                                                                         | 182129542    | 182129757  |
| chr1                                                                         | 185469917    | 185470147  |
| chr1                                                                         | 203471357    | 203471578  |
| chr1                                                                         | 204828349    | 204828553  |
| chr1                                                                         | 210016420    | 210016674  |
| chr1                                                                         | 218351110    | 218351306  |
| chr1                                                                         | 229241728    | 229241981  |
| chr1                                                                         | 231147087    | 231147675  |
| chr1                                                                         | 244598725    | 244598927  |
| chr10                                                                        | 80574413     | 80574671   |
| chr10                                                                        | 94968805     | 94969171   |
| chr10                                                                        | 104537592    | 104537821  |
| chr10                                                                        | 127846810    | 127847591  |
| chr10                                                                        | 133881322    | 133881674  |
| chr10                                                                        | 134756323    | 134756520  |
| chr11                                                                        | 18779518     | 18779747   |
| chr11                                                                        | 42530753     | 42530940   |
| chr11                                                                        | 70217419     | 70217619   |
| chr12                                                                        | 100516736    | 100516956  |
| chr13                                                                        | 46521080     | 46521267   |
| chr13                                                                        | 47695847     | 47696054   |
| chr13                                                                        | 77303784     | 77303976   |
| chr13                                                                        | 99786808     | 99787132   |
| chr14                                                                        | 35991914     | 35992101   |
| chr14                                                                        | 45033490     | 45033707   |
| chr14                                                                        | 66170924     | 66171114   |
| chr14                                                                        | 76533456     | 76533643   |
| chr14                                                                        | 97059540     | 97059788   |
| chr14                                                                        | 100847153    | 100847354  |

| <b>Supplementary Table 2. ChIRP Peaks<br/>using DRAIR probes (n=2, Hg19)</b> |              |            |
|------------------------------------------------------------------------------|--------------|------------|
| <b>Chromosome</b>                                                            | <b>Start</b> | <b>End</b> |
| chr14                                                                        | 103816304    | 103816829  |
| chr15                                                                        | 23051401     | 23051622   |
| chr15                                                                        | 39376017     | 39376206   |
| chr15                                                                        | 62664996     | 62665186   |
| chr16                                                                        | 10175015     | 10175231   |
| chr16                                                                        | 26824106     | 26825019   |
| chr16                                                                        | 26825147     | 26825364   |
| chr17                                                                        | 41352045     | 41352336   |
| chr17                                                                        | 48586780     | 48586967   |
| chr17                                                                        | 78903751     | 78904321   |
| chr18                                                                        | 21979534     | 21979739   |
| chr18                                                                        | 72092245     | 72092674   |
| chr19                                                                        | 12370314     | 12370501   |
| chr19                                                                        | 12512250     | 12512493   |
| chr19                                                                        | 13119518     | 13119718   |
| chr19                                                                        | 13811138     | 13811359   |
| chr19                                                                        | 39627393     | 39627580   |
| chr2                                                                         | 22031293     | 22031595   |
| chr2                                                                         | 43182872     | 43183215   |
| chr2                                                                         | 51330566     | 51330812   |
| chr2                                                                         | 64924611     | 64924991   |
| chr2                                                                         | 95704318     | 95704621   |
| chr2                                                                         | 128183321    | 128183636  |
| chr2                                                                         | 174103628    | 174103884  |
| chr2                                                                         | 191435143    | 191435354  |
| chr2                                                                         | 197816517    | 197816883  |
| chr2                                                                         | 204399823    | 204400106  |
| chr2                                                                         | 228430670    | 228430905  |
| chr2                                                                         | 233403373    | 233403606  |
| chr20                                                                        | 6699245      | 6699432    |
| chr20                                                                        | 21653263     | 21653501   |
| chr20                                                                        | 24894194     | 24894448   |
| chr20                                                                        | 30311769     | 30312022   |
| chr20                                                                        | 42572922     | 42573109   |
| chr20                                                                        | 42647657     | 42647848   |
| chr20                                                                        | 61484300     | 61484541   |
| chr21                                                                        | 9826013      | 9826275    |
| chr21                                                                        | 43772027     | 43772348   |
| chr21                                                                        | 45942629     | 45945406   |
| chr21                                                                        | 47478300     | 47478731   |
| chr3                                                                         | 11246041     | 11246407   |
| chr3                                                                         | 15501414     | 15501601   |
| chr3                                                                         | 36777605     | 36777973   |

| <b>Supplementary Table 2. ChIRP Peaks<br/>using DRAIR probes (n=2, Hg19)</b> |              |            |
|------------------------------------------------------------------------------|--------------|------------|
| <b>Chromosome</b>                                                            | <b>Start</b> | <b>End</b> |
| chr3                                                                         | 51422588     | 51422902   |
| chr3                                                                         | 65884827     | 65885014   |
| chr3                                                                         | 72387306     | 72387626   |
| chr3                                                                         | 98697654     | 98697876   |
| chr3                                                                         | 127805151    | 127805416  |
| chr4                                                                         | 3108737      | 3109019    |
| chr4                                                                         | 37476192     | 37476382   |
| chr4                                                                         | 61082157     | 61082390   |
| chr4                                                                         | 130717798    | 130717999  |
| chr4                                                                         | 143340902    | 143341131  |
| chr4                                                                         | 145622591    | 145622787  |
| chr4                                                                         | 154576071    | 154576582  |
| chr4                                                                         | 181174378    | 181174565  |
| chr4                                                                         | 181960766    | 181960997  |
| chr5                                                                         | 435133       | 435362     |
| chr5                                                                         | 2211196      | 2211459    |
| chr5                                                                         | 5274428      | 5274643    |
| chr5                                                                         | 31671098     | 31671347   |
| chr5                                                                         | 58909228     | 58909421   |
| chr5                                                                         | 110520441    | 110520737  |
| chr6                                                                         | 35681204     | 35681562   |
| chr6                                                                         | 36823859     | 36824133   |
| chr6                                                                         | 58776935     | 58777382   |
| chr6                                                                         | 58777447     | 58777893   |
| chr6                                                                         | 58778152     | 58779226   |
| chr6                                                                         | 90241526     | 90241790   |
| chr6                                                                         | 92211196     | 92211418   |
| chr6                                                                         | 100725913    | 100726100  |
| chr6                                                                         | 130421309    | 130421512  |
| chr6                                                                         | 144621969    | 144622156  |
| chr6                                                                         | 149765651    | 149765975  |
| chr6                                                                         | 150239190    | 150239411  |
| chr6                                                                         | 150385596    | 150385872  |
| chr6                                                                         | 158441396    | 158441731  |
| chr6                                                                         | 164039932    | 164040171  |
| chr6                                                                         | 164348450    | 164348641  |
| chr6                                                                         | 168069287    | 168069603  |
| chr6                                                                         | 170810193    | 170810787  |
| chr6                                                                         | 170811121    | 170811654  |
| chr6                                                                         | 170811970    | 170812370  |
| chr7                                                                         | 77022135     | 77022339   |
| chr7                                                                         | 84793282     | 84793525   |
| chr8                                                                         | 49060249     | 49060449   |

| <b>Supplementary Table 2. 

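The intervals in Supplemental Table 2 are written on hg19 and carry the coordinates of replicate 1: counting the table's starts from 0 and those of the deposited list from 1, as their values show, all 152 are identical to peaks in the list of that replicate. The list of replicate 2 overlaps all 152 but has 0 intervals with identical coordinates.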

ChIRP Peaks<br/>using DRAIR probes (n=2, Hg19)</b> |              |            |
|------------------------------------------------------------------------------|--------------|------------|
| <b>Chromosome</b>                                                            | <b>Start</b> | <b>End</b> |
| chr8                                                                         | 55243794     | 55244029   |
| chr8                                                                         | 56517055     | 56517246   |
| chr8                                                                         | 120423472    | 120423687  |
| chr8                                                                         | 130775058    | 130775260  |
| chr8                                                                         | 143266231    | 143266418  |
| chr8                                                                         | 144722404    | 144722594  |
| chr9                                                                         | 80506363     | 80506621   |
| chr9                                                                         | 87879309     | 87880385   |
| chr9                                                                         | 96698635     | 96699304   |
| chr9                                                                         | 114700904    | 114701161  |
| chr9                                                                         | 131564641    | 131564941  |
| chr9                                                                         | 138752833    | 138753033  |
| chrM                                                                         | 0            | 631        |
| chrM                                                                         | 2670         | 2932       |
| chrM                                                                         | 3080         | 3942       |
| chrM                                                                         | 9682         | 10290      |
| chrM                                                                         | 10672        | 10954      |
| chrM                                                                         | 11851        | 12124      |
| chrM                                                                         | 12317        | 12634      |
| chrM                                                                         | 12733        | 13172      |
| chrM                                                                         | 13596        | 14089      |
| chrM                                                                         | 14147        | 14561      |
| chrM                                                                         | 14772        | 16571      |

**Supplementary Table 3. List of differentially expressed genes nearby *DRAIR* binding sites**

| Symbol    | Entrez Gene Name                                   |
|-----------|----------------------------------------------------|
| SOX5      | SRY-box 5                                          |
| SPHK2     | sphingosine kinase 2                               |
| SPI1      | Spi-1 proto-oncogene                               |
| SPIB      | Spi-B transcription factor                         |
| SRF       | serum response factor                              |
| STK4      | serine/threonine kinase 4                          |
| TCF12     | transcription factor 12                            |
| TFEC      | transcription factor EC                            |
| TNFRSF11A | TNF receptor superfamily member 11a                |
| TNFRSF1A  | TNF receptor superfamily member 1A                 |
| TRAT1     | T-cell receptor associated transmembrane adaptor 1 |
| USF1      | upstream transcription factor 1                    |
| USF2      | upstream transcription factor 2, c-fos interacting |
| USP4      | ubiquitin specific peptidase 4                     |
| USP18     | ubiquitin specific peptidase 18                    |
| VCAM1     | vascular cell adhesion molecule 1                  |
| YY1       | YY1 transcription factor                           |
| ZEB2      | zinc finger E-box binding homeobox 2               |
| ZFPM1     | zinc finger protein, FOG family member 1           |

**Supplementary Table 4. Sequences of PCR primers and oligonucleotides.**

Human genes are indicated by uppercase letters and mouse genes are indicated by lowercase.

| Gene                                                               | Forward                     | Reverse                 |
|--------------------------------------------------------------------|-----------------------------|-------------------------|
| <i>DRAIR</i>                                                       | GACTGTAGGCTGAACTGACC        | TTTCCGTGTCTTCGCTACTG    |
| <i>CPEB2</i>                                                       | CGAGTTGCTTTCTCCAATCAG       | ACACATCTGGTCATCTAGCAC   |
| <i>NEAT1</i>                                                       | TGGAGGAGTCAGGAGGAATAG       | GGCATGGACAAGTTGAAGATTAG |
| <i>PPIA</i>                                                        | GACTGAGTGGTTGGATGGCAAG      | CGCTTATTCTGGACCCAAAGCG  |
| <i>IL1RN</i>                                                       | CCTCATGCTCTGTTCTTGGG        | TGTCCTGCTTTCTGTTCTCG    |
| <i>TNF</i>                                                         | CCCTGAAAACAACCCTCAGA        | GTCCTTTCCAGGGGAGAGAG    |
| <i>FCGR3B</i>                                                      | GGTCACTGGGATTGCTGTAG        | TGGGATTGGCTGGTTTCTC     |
| <i>CD36</i>                                                        | GCCAGGTATTGCAGTTCTTTTC      | TGTCTGGGTTTTCAACTGGAG   |
| <i>MCL1</i>                                                        | AGGAGATGGAAGCCCCG           | CAGATTCCCCGACCAACTC     |
| <i>KLF4</i>                                                        | GGGTTTTGGGTTTTGGCTTC        | GAACGTGGAGAAAGATGGGAG   |
| <i>IL1B</i>                                                        | CAAAGGCGGCCAGGATATAA        | CTAGGGATTGAGTCCACATTGAG |
| <i>GAPDH</i>                                                       | CTTTTGCGTCGCCAGCCGAG        | CCAGGCGCCCAATACGACCA    |
| <i>HPRT1</i>                                                       | GTATTCATTATAGTCAAGGGCATATCC | AGATGGTCAAGGTCGCAAG     |
| <i>Drair</i>                                                       | TCCATTTGCCTAGGAACCAAG       | GAGCTTCAGGTTACAGTCCATC  |
| <i>Cpeb2</i>                                                       | CCAGAACTCAAATACCCAAAAGG     | TGGTCATCTAGCACATATGGC   |
| <i>Il1rn</i>                                                       | TCATAGTGTGTTCTTGGGCATC      | AGCGGATGAAGGTAAAGCG     |
| <i>Il1b</i>                                                        | ACGGACCCCAAAAGATGAAG        | TTCTCCACAGCCACAATGAG    |
| <i>Tnf</i>                                                         | TGTTGCCTCCTCTTTTGCTT        | TGGTCACCAATCAGCGTTA     |
| <i>Il6</i>                                                         | GATGCTACCAAACCTGGATATAATCAG | CTCTGAAGGACTCTGGCTTTG   |
| <i>Rplpo</i>                                                       | TTATAACCCTGAAGTGCTCGAC      | GCGCTTGTACCCATTGATG     |
| <b>ChIP/ChIRP primers</b>                                          |                             |                         |
| <i>DRAIR-pro</i>                                                   | CACGGCGTAAGGACCAT           | AAATGAGGGATTTCGGGTTTTG  |
| <i>CPEB2-pro</i>                                                   | TAGCCGAGGCTTCATGTTTAC       | CGCCCTCTAAGCTTGTTTCT    |
| <i>IL1RN-pro</i>                                                   | AGATGCAAGCCTTCAGGTAAG       | TGATATGTTTCCAGTCTCCAGC  |
| <i>FCGR3B-pro</i>                                                  | CTGTGTCGTGTCGGAATCTTAT      | GAGGGTCAGCCTGATTGTATG   |
| <i>MCL1-pro</i>                                                    | GATGGATGGGAACAACAGTCTTA     | ACGTGGAGCATCCTCATTTTC   |
| <i>OPTC-Dbs</i>                                                    | CCATGTGCTCTCTCTTTTCTC       | CCTCTGTGCTCTCATCCTATTTC |
| <b>Human <i>DRAIR</i> biotinylated ChIRP Probes from Stellaris</b> |                             |                         |
| TTGACAGAGCATGGTTGACA                                               |                             |                         |
| CAATGCTACAGTTATCCACA                                               |                             |                         |
| TTTGTGTCATCAGGGGAAGATT                                             |                             |                         |
| AGAAGTCAGTCAGTCTACGT                                               |                             |                         |
| CTCACTGTTTATGACTCTGC                                               |                             |                         |
| ATCTTGTTGAGCAATAGGGC                                               |                             |                         |
| ATAGGAACATGTCCACACGG                                               |                             |                         |
| AGGAGGATGAAGCTCTTGTT                                               |                             |                         |
| TTGACAGAGCATGGTTGACA                                               |                             |                         |

## REFERENCES

1. Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV, Clark NR, Ma'ayan A. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics. 2013;128(14).
2. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, Koplev S, Jenkins SL, Jagodnik KM, Lachmann A, McDermott MG, Monteiro CD, Gundersen GW, Ma'ayan A. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Research. 2016; gkw377 .
3. Yu-Jian Kang , De-Chang Yang , Lei Kong , Mei Hou , Yu-Qi Meng , Liping Wei , Ge Gao  
CPC2: A Fast and Accurate Coding Potential Calculator Based on Sequence Intrinsic Features.  
Nucleic Acids Res 2017 45:W12-W16.

How the deposited data were processed for this re-analysis (not part of the article)

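The deposited data used here cover the ChIRP-seq experiment in THP1 monocytes, with 2 replicates, each a DRAIR ChIRP library and an input library. The RNA-seq, qPCR, ChIP and ChIRP-MS experiments were not examined here. The paper's methods state that reads were aligned to hg19. The headers of the deposited lists show that the authors removed duplicate reads and called peaks in each replicate separately with MACS2, at a p cutoff of 1e-05 without a q cutoff, with the larger library scaled to the smaller and a local background over 1000 and 10000 bp. The library names in both headers contain the word EVEN, and the paper's text names no split of the probes into pools.

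For each peak, the authors deposited the signal as the pileup of ChIRP fragments at the summit, which was left unscaled because the ChIRP library was the smaller one. The deposited fold enrichment is the ratio of that pileup to the local background, each with a pseudocount of 1. The deposited −log10 p-value is the caller's Poisson p of the pileup against the background, and the deposited −log10 q-value was not used, because the headers say that it was not calculated although the column holds values. The local background of each peak was computed back from pileup and fold enrichment, and a Poisson p from these gave the deposited −log10 p within 0.01 for 233 of 233 peaks of replicate 1 and 991 of the 991 peaks of replicate 2 that could be computed. No column of values per sample was left unmapped (0 columns).

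The depth was 19779649 ChIRP tags in replicate 1 and 21461120 in replicate 2. The smallest pileup in either list was 10 fragments, so weaker binding was not detectable at this depth. Intervals on shares of peaks are 95% Wilson intervals and cover counting error only. Libraries with control probes or RNase were not analysed here, so peaks could be compared with input only.

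Peaks were taken as shared at an overlap of 1 bp, and the main count is of peaks of replicate 1. Peaks were placed at random 10000 times on their own chromosomes outside assembly gaps for overlaps, genomic classes and genes near sites. Mitochondrial peaks were counted apart from the random placements and classes, and the mitochondrial sequence of the reference was not used because the deposited positions run to 16571, beyond its end. Genes came from GENCODE release 44 mapped to GRCh37, and older symbols from a table of RefSeq genes on GRCh38.p14, used for names only. The longest exact match of each peak to any of the 8 different ChIRP probes, on either strand, was compared with 1000 sets of random windows of the same widths for shared peaks and 100 sets for each list. Peaks per chromosome were compared with chromosome length by two-sided exact binomial tests with Benjamini-Hochberg adjustment over 24 chromosomes. These found 4 chromosomes past a threshold of 0.05 in replicate 1 and 6 in replicate 2. Correlations used 100000 permutations. All tests of enrichment were one-sided.

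Peaks were named by a rule set before the lists were examined, although Supplemental Table 2 had been seen: the peaks in OPTC, the 3 peaks with the highest fold enrichment in each list and among shared peaks, the highest mitochondrial peak, the widest shared peak, and the nearest peaks to the genes that the paper names for ChIRP or as targets. The steps were tested on simulated data. All 100 planted shared peaks were recovered in lists of 222 peaks, 20 planted promoter peaks were called in 20 of 20 lists, 40 of 40 planted probe matches were found in 141 windows, and 100 of 100 planted genes near sites were found among 285 genes. Without planted signal, overlap was called in 0 of 20 pairs and promoters in 0 of 20 lists.

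Alternatives covered stricter peak thresholds, other definitions of overlap, promoters and windows around genes, each replicate alone, and the lists without mitochondrial or clustered peaks, where a cluster held at least 3 shared peaks within 5 kb. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.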

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

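The tests of background on chromosome 1 and on the mitochondrial chromosome, and the tests of probe matches at the DRAIR gene and in peaks of replicate 2 alone, were chosen after the result was seen. The paper lists the shared peaks and gives the genomic distribution of each replicate in Fig. 7B, and it does not discuss the peaks below individually.

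Replicate 2 had 2 peaks in the DRAIR gene itself, and replicate 1 had 0. The paper does not discuss peaks inside this gene. The probes are complementary to DRAIR RNA and so also match the DNA of its gene, and both summits lie within 1.5 bp of the centre of a whole probe sequence. The other 5 of the 7 exact probe sites in the gene have no peak in replicate 2. Which probes were in each library is not known, since the library names contain the word EVEN. Sites of probes that were not used would have no peak. However, each of these 5 probes shares 12 or more bases with 7 to 83 peaks of replicate 2. Random windows gave a mean of 2.39 such peaks for all 8 probes together. If hybridisation of the probes made those matches, this argues against unused probes as the reason for the 5 empty sites. Pull-down of this DNA by the probes and binding of DRAIR RNA at its own gene cannot be told apart, since the libraries that would separate them, with control probes or RNase, were not analysed here.

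Replicate 2 had 847 peaks without a peak of replicate 1. All lie outside the mitochondrial chromosome, and 26.0% share 12 or more bases with a probe, against 0.226% in random windows. This is consistent with direct hybridisation of the probes to genomic DNA in part of these peaks. The remaining peaks have no match of that length, although the median longest match of the 847 peaks was 11 bases, against 7.99 in random windows. No biological explanation was tested, since both replicates have 1 condition.

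In replicate 1, 28 peaks lay on chromosome 1 between 40365995 and 41352839, and 26 of them had no peak in replicate 2, which had 2 peaks there. The local background of the 28 peaks had a median of 15.0 times the genome-wide value, and that of the 2 peaks of replicate 2 a median of 15.5 times. The fold enrichment of the 28 peaks was between 2.03 and 3.56. This may reflect a raised DNA content of the region in these cells, where small departures pass the caller's test. The background was as high at the 2 peaks of replicate 2. A raised DNA content therefore does not by itself explain why 26 peaks were found in replicate 1 alone. Of the 26 peaks, 0 share 12 or more bases with a probe, against 47 of 141 shared peaks (Fisher's exact test, p = 9.4e-05), which argues against hybridisation of the probes there. The other peaks found in replicate 1 alone had such a match in 1 of 55, so the lack of matches is not particular to this region. No biological explanation was tested.

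The mitochondrial chromosome had 11 shared peaks, 7.24% of all, although it makes up a minute share of the sequence. Their local background in replicate 1 had a median of 108 times the genome-wide value, and their fold enrichment in replicate 1 was between 1.46 and 2.43. The high background may reflect the many copies of this chromosome in each cell, and it does not exclude binding. Only 1 tag was kept per position in each library, which limits both the ChIRP pileup and the input behind the background. The input library of replicate 1 was 1.83 times the ChIRP library and was scaled down to it. A limit on the pileup would lower the fold enrichment, and a limit on the input would raise it. The median fold enrichment of 1.72 in replicate 1 therefore does not show how large the departures are. No biological explanation was tested.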

How the results depend on the processing

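The alternatives were set before the data were examined, except those named here as added. Of 97 comparisons with an alternative, 63 kept their direction and their side of the threshold or stayed within the limit for a count or a value. No paired analysis was possible because each replicate is a single peak list called against its own input, and no test compares paired groups.

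The number of shared peaks stayed between 104 and 152 in 9 of the alternatives that kept both lists, and it was 134 without peaks of high background, an alternative added later. It was 100 in the more significant 50% of each list, which holds fewer peaks. Without replicate 1 or without replicate 2, nothing is left to share, and the lists hold 233 to 994 peaks. No interval of Supplemental Table 2 (0) had identical coordinates in replicate 2.

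The ratio of promoter peaks to random placement was above 1 in every alternative run. It passed the adjusted threshold, which the shared peaks did not, with promoters of 2500 bp on either side (1.97), with any overlap in place of the centre (2.54), and with protein-coding genes only (3.52, added later). It also passed it in either list taken alone, between 1.79 and 3.01. Adjusted p over these alternatives ranged from 0.0012 to 0.522. For exons, either list alone passed the threshold, with ratios of 1.77 in both, and promoters of 2500 bp turned the ratio to 0.992. For introns the ratio reached 1.00 with protein-coding genes only, and was below 1 otherwise. The intergenic ratio fell below 1 with promoters of 2500 bp (0.979), with any overlap (0.992) and with protein-coding genes only (0.930), and it was between 0.929 and 1.02 in either list alone, below 1 in replicate 2. The cause was not tested.

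The number of Supplemental Table 3 genes near a site was 16 within 500 kb, 28 within 1000 kb and 109 within 5000 kb, with the windows of 1000 and 5000 kb added later, and 79 with the union of both lists. In the lists taken alone it was between 17 and 76. The ratio to random placement lay between 0.967, within 1000 kb, and 1.46, within 100 kb. It passed the threshold only for the union, at 1.21, and for replicate 2 (without replicate 1). In the union, shared peaks entered from each list and were placed separately, which raises its random count. The ratios of the lists alone were between 1.21 and 1.40. The cause was not tested.

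The mitochondrial share of the lists alone was between 1.01% and 4.72%, lowest in replicate 2. The nearest peak to a promoter depended on the list: without replicate 1 or without replicate 2, it lay between 7.95 and 11895 kb for CPEB2, 190 and 14326 kb for IL1RN, 351 and 4520 kb for MCL1, and 1456 and 5415 kb for FCGR3B, always nearest in replicate 2, which has more peaks. For CPEB2, the number of replicate 2 peaks rose from 0 within 5 kb to 2 within 50 kb. The rank correlation of fold enrichment and the probe matches kept their direction and their side of the threshold in every alternative run, of which the probe matches in either list alone were added later, as was the chromosome 1 ratio without the region of high background.

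Depth limits what can be seen, since the lists hold only peaks with a pileup of at least 10 fragments, and a region without a peak is not shown to be unbound.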

Differences from the paper's values

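The paper counts 290 genes within 250 kb of DRAIR binding sites. The table of these genes is complete at 290 entries, and a site lay within 250 kb of 9 of the 285 that could be matched. None of the alternatives set before the data were examined reaches the paper's number, since the count was 8 from the start of the gene only, 6 within 100 kb, 16 within 500 kb, 17 in replicate 1, 76 in replicate 2, 79 with both lists and 9 with the shared peaks recomputed.

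In Fig. 7B, read by eye, introns hold about 30% of peaks in replicate 1, about 33% in replicate 2 and about 33% in the random set, all the paper's values. Here introns held 46.4% of peaks in replicate 1, 52.8% in replicate 2 and 54.4% of random placements. The paper's classes include enhancers, which were not measured here, and its bars leave part of the peaks unassigned. Shares were taken to differ when they lay apart by more than the replicate SD and 1 was over 1.5 times the other. For replicate 1, the intron share was within that limit with promoters of 2500 bp on either side, with promoters of 5000 bp upstream and with any overlap, and not in the more significant 50% of peaks. For replicate 2, it was so with both promoter definitions, and not with any overlap or in the more significant 50%. For the random set, no alternative set before the data were examined was. With protein-coding genes only, chosen after the values were seen, introns held 40.5% in replicate 1, 41.3% in replicate 2 and 40.5% of random placements, within the limit for all 3.

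The paper states that the binding sites were enriched in introns. The ratio to random placement was 0.919 for shared peaks, 0.856 in replicate 1 and 0.972 in replicate 2. With protein-coding genes only, it was 1.00 for shared peaks, 0.990 in replicate 1 and 1.02 in replicate 2. For promoters, which the paper also names, the ratio was above 1 in shared peaks (2.44) and in both lists, although the shared peaks alone missed the adjusted threshold (adjusted p = 0.0964, permutation test).

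The paper states that DRAIR interacts with the promoter of CPEB2 in its ChIRP-seq data. It also reports this interaction from ChIRP-qPCR of candidate sites, which was not examined here. Neither list had a peak within 5 kb of the CPEB2 start, and the nearest was 7.95 kb upstream in replicate 2 and 11895 kb away in replicate 1. The paper names CHIT1 among the genes of Supplemental Table 3, where it does not appear.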

Other observations

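The tests of summits in replicate 2, of reversed probes, of the pileup ratios, of stronger enrichment in replicate 2 and of chromosome 1 without the region of high background were chosen after the result was seen.

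Shared peaks carry long matches to the ChIRP probes. Among the 141 shared peaks outside the mitochondrial chromosome, 47 (33.3%) share 12 or more bases with 1 of the 8 probes, against a mean of 0.39 and a maximum of 3 in random windows (one-sided permutation p = 1e-03, the smallest that 1000 sets can give). The mean longest match was 10.4 bases, against 7.77 in random windows. Probes with shuffled bases matched a mean of 0.249 shared peaks in this way and at most 14. Stretches of the DRAIR transcript outside the probe sites, 8 at a time, matched a mean of 0.848 and at most 4. This argues against pairing of DNA along the whole RNA as the source of these matches. The control leaves out the RNA under the probes, including the repeat of probe 4, so pairing there was not tested. Probe 4 alone accounts for 25 of the peaks, and its bases in reverse order match 21 shared peaks. In reverse order its simple repeat reads as on its other strand. This part therefore does not separate simple repeats from hybridisation of probe 4 to them. The 7 other probes match 23 peaks, and in reverse order 0.

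A candidate explanation for the matches is direct hybridisation of the probes to genomic DNA. If so, the match was expected near the summit. In shared peaks, 59.6% of the 47 matches lay nearer the summit of replicate 1 than the median position of the peak (one-sided exact binomial p = 0.12), which does not decide. In replicate 2, 81.5% of 265 matches did (exact binomial p = 1.7e-26), at a median of 17.5 bp from the summit against 62.5 bp for the median position, and with the 7 other probes 82.2% of 180 did (p = 2.5e-19). Probes might equally recover other RNAs made at these loci, which the lists cannot separate. The other 94 shared peaks have no match of 12 bases. The cut at 12 does not make them free of matches, since the median longest match of the 141 shared peaks was 11 bases, against 7.92 in random windows. The paper reports that RNase removed the ChIRP-qPCR signal at OPTC-Dbs, but the primers as printed span a stretch 573 bp from the OPTC peak of replicate 1 and 520 bp from that of replicate 2, with 4 mismatches in the forward primer, so what this says about the peak itself is open.

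Replicate 2 had 4.27 times as many peaks as replicate 1 at 1.09 times the ChIRP tags. At the depth of replicate 1, 100% of the 847 peaks found in replicate 2 alone would still pass the p cutoff, which argues against depth as the cause. The caller's version differed, and the formula for p held in all 991 peaks of replicate 2 that could be computed, as in replicate 1. The local background at nuclear shared peaks was a median of 1.18 times higher in replicate 2, the ratio given by tags and fragment length. The pileup, which no background enters, was a median of 1.83 times higher in replicate 2 at the 141 nuclear shared peaks. At the 11 mitochondrial shared peaks it was a median of 1.18 times higher (two-sided permutation p = 0.00746 for the difference). Only 1 tag was kept per position, which limits how far the pileup can rise at the mitochondrial peaks. The comparison therefore does not decide whether the version is the source of the higher pileup. Whether the versions differ in which regions they report cannot be told apart from the replicates, since each version was used for 1 list. Fold enrichment was higher in replicate 2 at 88.8% of the shared peaks, with a median ratio of 1.62. With pileup and background lowered by the median ratios of the nuclear shared peaks, 668 of the 847 peaks would still pass, so stronger enrichment of that size does not by itself account for most of them. Shared peaks are by definition those that replicate 1 detected, and the explanation stays open. No biological explanation was tested.

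Of the 276 matched genes of Supplemental Table 3 without a shared site within 250 kb, 24.3% have a peak of replicate 2 within 250 kb, so a list drawn from replicate 2 does not account for most of them. Among 285 matched genes, 76 had a peak of replicate 2 within 250 kb, which was 1.40 times random placement (one-sided permutation p = 0.0016). That is 26.7% of the matched genes, against 21.6% of all protein-coding genes of the annotation, a difference that was not tested.

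Outside the mitochondrial chromosome, 7 shared peaks had a local background over 5 times the genome-wide value. Chromosome 1 held 3.58 times the peaks expected by length in replicate 1, and 2.30 times without the region of high background near 40365995. For the other genes that the paper names, the nearest peak of replicate 2 was 72.5 kb from the start of IL1B, 323 kb from CD68, 1744 kb from TNF, 2264 kb from IL6, 2976 kb from CD36 and 8386 kb from GAPDH, and a peak lay within PPIA.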
